# Notch and TLR signaling coordinate monocyte cell fate and inflammation

**DOI:** 10.7554/eLife.57007

**Published:** 2020-07-29

**Authors:** Jaba Gamrekelashvili, Tamar Kapanadze, Stefan Sablotny, Corina Ratiu, Khaled Dastagir, Matthias Lochner, Susanne Karbach, Philip Wenzel, Andre Sitnow, Susanne Fleig, Tim Sparwasser, Ulrich Kalinke, Bernhard Holzmann, Hermann Haller, Florian P Limbourg

**Keywords:** inflammation, monocytes and macrophages, notch signaling, macrophage differentiation, TLR signaling, Mouse

## Abstract

Conventional Ly6C^hi^ monocytes have developmental plasticity for a spectrum of differentiated phagocytes. Here we show, using conditional deletion strategies in a mouse model of Toll-like receptor (TLR) 7-induced inflammation, that the spectrum of developmental cell fates of Ly6C^hi^ monocytes, and the resultant inflammation, is coordinately regulated by TLR and Notch signaling. Cell-intrinsic Notch2 and TLR7-Myd88 pathways independently and synergistically promote Ly6C^lo^ patrolling monocyte development from Ly6C^hi^ monocytes under inflammatory conditions, while impairment in either signaling axis impairs Ly6C^lo^ monocyte development. At the same time, TLR7 stimulation in the absence of functional Notch2 signaling promotes resident tissue macrophage gene expression signatures in monocytes in the blood and ectopic differentiation of Ly6C^hi^ monocytes into macrophages and dendritic cells, which infiltrate the spleen and major blood vessels and are accompanied by aberrant systemic inflammation. Thus, Notch2 is a master regulator of Ly6C^hi^ monocyte cell fate and inflammation in response to TLR signaling.

## Introduction

Infectious agents or tissue injury trigger an inflammatory response that aims to eliminate the inciting stressor and restore internal homeostasis (Bonnardel and Guilliams, 2018). The mononuclear phagocyte system (MPS) is an integral part of the inflammatory response and consists of the lineage of monocytes and macrophages (MF) and related tissue-resident cells. A key constituent of this system are monocytes of the major (classic) monocyte subtype, in mice called Ly6C^hi^ monocytes. They originate from progenitor cells in the bone marrow (BM), circulate in peripheral blood (PB) and respond dynamically to changing conditions by differentiation into a spectrum of at least three distinct MPS effector phagocytes: Macrophages, dendritic cells (DC), and monocytes with patrolling behavior (Arazi et al., 2019; Bonnardel and Guilliams, 2018; Chakarov et al., 2019; Gamrekelashvili et al., 2016; Hettinger et al., 2013). The diversity of monocyte differentiation responses is thought to be influenced by environmental signals as well as tissue-derived and cell-autonomous signaling mechanisms to ensure context-specific response patterns of the MPS (Okabe and Medzhitov, 2016). However, the precise mechanisms underlying monocyte cell fate decisions under inflammatory conditions are still not fully understood.

When recruited to inflamed or injured tissues, Ly6C^hi^ monocytes differentiate into MF or DC with a variety of phenotypes and function in a context-dependent-manner and regulate the inflammatory response (Krishnasamy et al., 2017; Xue et al., 2014). However, Ly6C^hi^ monocytes can also convert to a second, minor subpopulation of monocytes with blood vessel patrolling behavior. In mice, these are called Ly6C^lo^ monocytes and express CD43, CD11c and the transcription factors *Nr4a1*, *Pou2f2* (Gamrekelashvili et al., 2016; Patel et al., 2017; Varol et al., 2007; Yona et al., 2013). These monocytes have a long lifespan and remain mostly within blood vessels, where they crawl along the luminal side of blood vessels to monitor endothelial integrity and to orchestrate endothelial repair (Auffray et al., 2007; Carlin et al., 2013; Getzin et al., 2018). Steady-state monocyte conversion occurs in specialized endothelial niches and is regulated by monocyte Notch2 signaling activated by endothelial Notch ligands (Avraham-Davidi et al., 2013; Bianchini et al., 2019; Gamrekelashvili et al., 2016; Varol et al., 2007). Notch signaling is a cell-contact-dependent signaling pathway regulating cell fate decisions in the innate immune system (Radtke et al., 2013). Notch signaling regulates formation of intestinal CD11c^+^CX_3_CR1^+^ immune cells (Ishifune et al., 2014), Kupffer cells (Bonnardel et al., 2019; Sakai et al., 2019) and macrophage differentiation from Ly6C^hi^ monocytes in ischemia (Krishnasamy et al., 2017), but also development of conventional DCs (Caton et al., 2007; Epelman et al., 2014; Lewis et al., 2011), which is mediated by Notch2.

Toll-like receptor 7 (TLR7) is a member of the family of pathogen sensors expressed on myeloid cells. Originally identified as recognizing imidazoquinoline derivatives such as Imiquimod (R837) and Resiquimod (R848), TLR7 senses ssRNA, and immune-complexes containing nucleic acids, in a Myd88-dependent manner during virus defense, but is also implicated in tissue-damage recognition and autoimmune disorders (Kawai and Akira, 2010). TLR7-stimulation induces cytokine-production in both mouse and human patrolling monocytes and mediates sensing and disposal of damaged endothelial cells by Ly6C^lo^ monocytes (Carlin et al., 2013; Cros et al., 2010), while chronic TLR7-stimulation drives differentiation of Ly6C^hi^ monocytes into specialized macrophages and anemia development (Akilesh et al., 2019). Furthermore, systemic stimulation with TLR7 agonists induces progressive phenotypic changes in Ly6C^hi^ monocytes consistent with conversion to Ly6C^lo^ monocytes, suggesting involvement of TLR7 in monocyte conversion (Santiago-Raber et al., 2011). Here, we show that Notch signaling alters TLR-driven inflammation and modulates Ly6C^lo^ monocyte vs. macrophage cell fate decisions in inflammation.

## Results

### TLR and Notch signaling promote monocyte conversion

We first studied the effects of TLR and/or Notch stimulation on monocyte conversion in a defined in vitro system (Gamrekelashvili et al., 2016). Ly6C^hi^ monocytes isolated from the bone marrow (Figure 1—figure supplement 1A and B) of *Cx3cr1^gfp/+^* reporter mice (GFP^+^) were cultured with recombinant Notch ligand Delta-like 1 (DLL1) in the presence or absence of the TLR7/8 agonist R848 and analyzed after 24 hr for the acquisition of key features of Ly6C^lo^ monocytes (Gamrekelashvili et al., 2016; Hettinger et al., 2013). In contrast to control conditions, cells cultured with DLL1 showed an upregulation of CD11c and CD43, remained mostly MHC-II negative, and expressed transcription factors *Nr4a1* and *Pou2f2,* markers for Ly6C^lo^ monocytes, leading to a significant, five-fold increase of Ly6C^lo^ cells, consistent with enhanced monocyte conversion. Cells cultured with R848 alone showed a comparable phenotype response, both qualitatively and quantitatively (Figure 1A–C). Interestingly, on a molecular level, R848 stimulation primarily acted on *Pou2f2* induction and CD43 expression, while Notch stimulation primarily induced *Nr4a1* and CD11c upregulation. Furthermore, the combination of DLL1 and R848 strongly and significantly increased the number of CD11c^+^CD43^+^ Ly6C^lo^ cells above the level of individual stimulation and significantly enhanced expression levels of both transcriptional regulators *Nr4a1* and *Pou2f2* (Figure 1A–C), suggesting in part synergistic and/or cumulative regulation of monocyte conversion by TLR7/8 and Notch signaling. By comparison, the TLR4 ligand LPS also increased Ly6C^lo^ cell numbers and expression levels of *Nr4a1* and *Pou2f2*. However, the absolute conversion rate was lower under LPS and there was no synergy/cumulative effect seen with DLL1 (Figure 1D and E).

**Figure 1.**
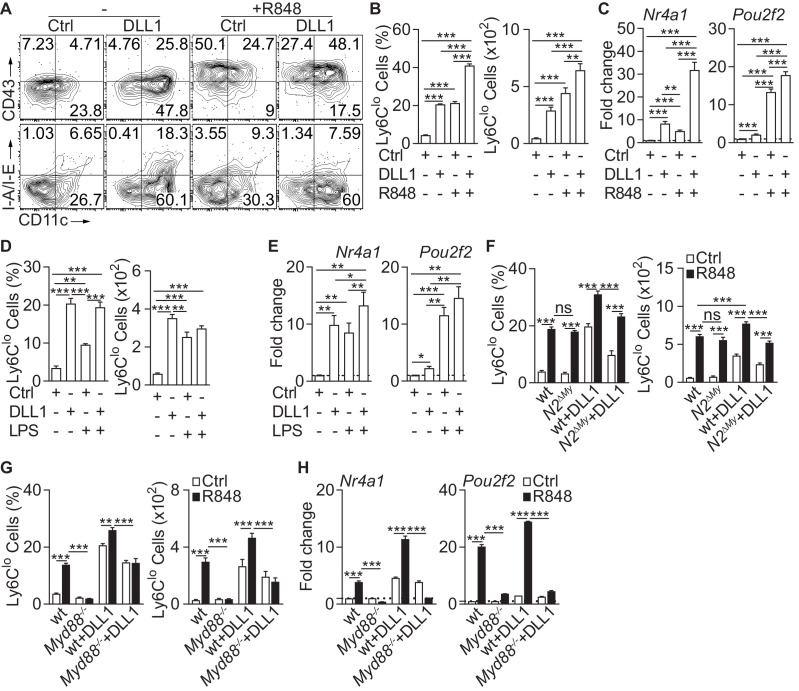
Inflammatory conditions enhance monocyte conversion in vitro. (**A–F**) Monocyte conversion in the presence of DLL1 and TLR agonists in vitro: (**A**) Representative flow cytometry plot, (**B**) relative frequency of Ly6C^lo^ monocyte-like cells in live CD11b^+^GFP^+^ cells (left) or absolute numbers of Ly6C^lo^ monocyte-like cells recovered from each well (right) are shown (representative of 3 experiments, n = 3). (**C**) Bar graphs showing expression of Ly6C^lo^ monocyte hallmark genes, *Nr4a1* and *Pou2f2* from in vitro cultures treated with R848 (pooled from four experiments, n = 8–12). (**D**) Relative frequency (in live CD11b^+^GFP^+^ monocytes) or absolute numbers of Ly6C^lo^ monocyte-like cells (from three experiments, n = 3) and (**E**) expression of *Nr4a1* and *Pou2f2* (from four experiments, n = 4–6) in the presence of LPS in vitro are shown. (**F**) wt or *N2^ΔMy^* Ly6C^hi^ monocyte conversion in the presence of DLL1 and R848 in vitro: relative frequency (in live CD11b^+^GFP^+^ monocytes) or absolute numbers of Ly6C^lo^ monocyte-like cells (from three experiments, n = 4) is shown. (**B, D, F**) Absolute frequency of monocytes for Ctrl and DLL1 (in **B, (D**), and wt (Ctrl), wt+DLL1 (Ctrl) in (**F**) conditions are derived from the same experiments but are depicted as a three separate graphs for simplicity.(**G, H**) R848-enhanced conversion is *Myd88* dependent in vitro. Relative frequency (in live CD11b^+^CX_3_CR1^+^ monocytes) or absolute numbers of Ly6C^lo^ monocyte-like cells (**G**) and gene expression analysis in vitro (**H**) are shown (data are from two independent experiments, n = 3). (**B, D, F–H**) *p<0.05, **p<0.01, ***p<0.001; two-way ANOVA with Bonferroni’s multiple comparison test. (**C, E**) *p<0.05, **p<0.01, ***p<0.001; paired one-way ANOVA with Geisser-Greenhouse’s correction and Bonferroni’s multiple comparison test.

**Figure 1—figure supplement 1.**
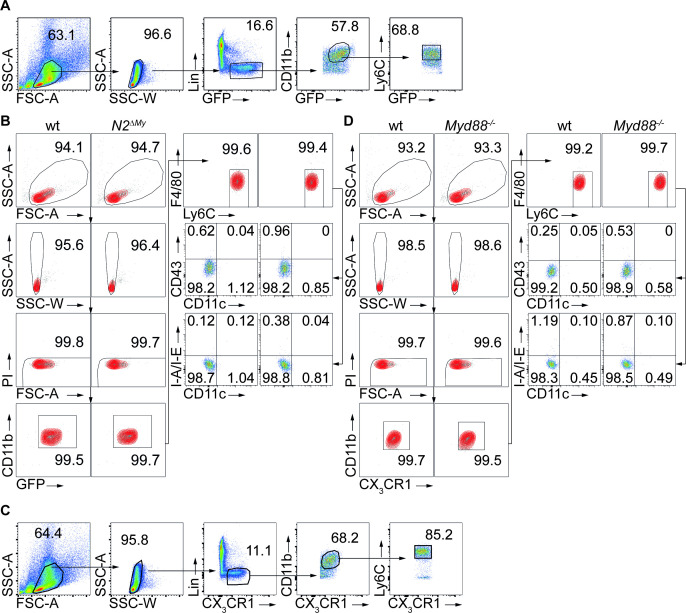
Strategy of monocyte isolation from mouse bone marrow. (**A**) Sorting strategy of BM Ly6C^hi^ monocytes from CX_3_CR1-GFP expressing (GFP^+^) wt or *N2^ΔMy^* mice used for in vitro culture experiments in Figure 1, or for adoptive transfer in Figure 2 and Figure 5. (**B**) Expression of CD11b, Ly6C, CX_3_CR1, F4/80, CD11c, CD43 and I-A/I-E, and purity of the cells sorted for in vitro culture (Figure 1) or adoptive transfer experiments Figure 2 and Figure 5, respectively. (**C**) Sorting strategy for isolation of BM Ly6C^hi^ monocytes from wt or *Myd88^-/-^* mice used for in vitro culture (Figure 1) or adoptive transfer experiments (Figure 2). CX_3_CR1 depicts staining with anti-CX_3_CR1 antibody. (**D**) Expression of CD11b, Ly6C, CX_3_CR1, F4/80, CD11c, CD43 and I-A/I-E, and purity of wt or *Myd88^-/-^* cells sorted for in vitro culture (Figure 1) or adoptive transfer experiments Figure 2 and Figure 5 respectively.

Since monocyte conversion is regulated by Notch2 in vitro and in vivo (Gamrekelashvili et al., 2016), we next tested TLR-induced conversion in Ly6C^hi^ monocytes with *Lyz2^Cre^*-mediated conditional deletion of *Notch2* (*N2^ΔMy^*). Both, littermate control (wt) and *N2^ΔMy^* monocytes showed comparable response to R848, but conversion in the presence of DLL1, and importantly, also DLL1-R848 co-stimulation was significantly impaired in knock-out cells (Figure 1F). This suggests independent contributions of TLR and Notch signaling to monocyte conversion.

To study whether the TLR stimulation requires Myd88 we next tested purified Ly6C^hi^ monocytes (Figure 1—figure supplement 1C and D) with Myd88 loss-of-function (*Myd88^-/-^*). Compared to wt cells, *Myd88^-/-^* monocytes showed strongly impaired conversion in response to R848 but a conserved response to DLL1. The response to DLL1-R848 co-stimulation, however, was significantly impaired (Figure 1G). Furthermore, expression of *Nr4a1* and *Pou2f2* by R848 was strongly reduced in *Myd88^-/-^* monocytes with or without DLL1 co-stimulation, while DLL1-dependent induction was preserved (Figure 1H). Thus, Notch and TLR signaling act independently and synergistically to promote monocyte conversion.

To address the role of TLR stimulation for monocyte conversion in vivo we adoptively transferred sorted Ly6C^hi^ monocytes from CD45.2^+^GFP^+^ mice into CD45.1^+^ congenic recipients, injected a single dose of R848 and analyzed transferred CD45.2^+^GFP^+^ cells in BM and Spl after 2 days (Figure 2A and Figure 1—figure supplement 1A and B). Stimulation with R848 significantly promoted conversion into Ly6C^lo^ monocytes displaying the proto-typical Ly6C^lo^CD43^+^CD11c^+^MHC-II^lo/-^ phenotype (Figure 2B and C and Figure 2—figure supplement 1A). In contrast, transfer of *Myd88^-/-^* Ly6 C^hi^ monocytes resulted in impaired conversion in response to R848 challenge (Figure 2D and E and Figure 1—figure supplement 1D and Figure 2—figure supplement 1B). Together, these data indicate that TLR and Notch cooperate in the regulation of monocyte conversion.

**Figure 2.**
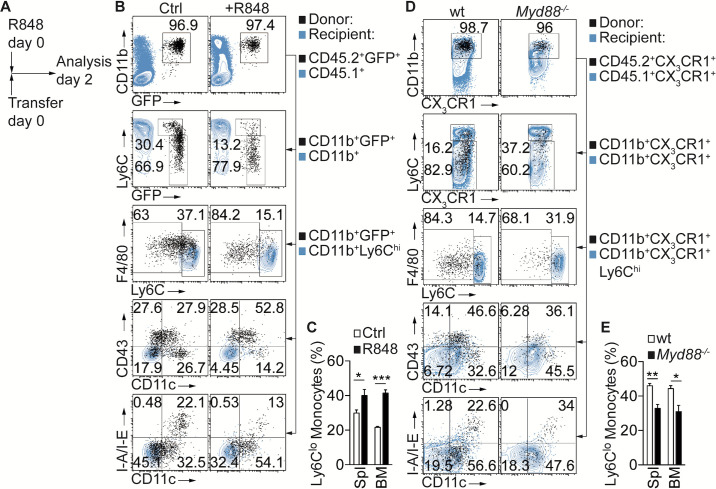
Inflammatory conditions enhance monocyte conversion in vivo. (**A–E**) Adoptive transfer and flow cytometry analysis of BM CD45.2^+^ Ly6C^hi^ monocytes in control or R848 injected CD45.1^+^ congenic recipients: (**A**) Experimental setup is depicted; (**B**) Flow cytometry plots showing the progeny of transferred CD45.2^+^CD11b^+^Ly6C^hi^CX_3_CR1-GFP^+^ (GFP^+^) cells in black and recipient CD45.1^+^ (1^st^ row), CD45.1^+^CD11b^+^ (2^nd^ row) or CD45.1^+^CD11b^+^Ly6C^hi^ cells (3^rd^ −5^th^ rows) in blue; (**C**) Frequency of donor-derived Ly6C^lo^ monocytes pooled from two independent experiments (n = 5). (**D, E**) R848-enhanced conversion is *Myd88* dependent in vivo. (**D**) Flow cytometry plots showing transferred CD45.2^+^CX_3_CR1^+^ wt or *Myd88^-/-^* cells in black and recipient CD45.1^+^CX_3_CR1^+^ (1^st^ row), CD45.1^+^CX_3_CR1^+^CD11b^+^ (2^nd^ row) or CD45.1^+^CX_3_CR1^+^CD11b^+^Ly6C^hi^ cells (3^rd^ −5^th^ rows) in blue. All recipient mice which received wt or *Myd88^-/-^* donor cells were treated with R848; (**E**) Frequency of donor-derived Ly6C^lo^ monocytes pooled from two independent experiments are shown (n = 4/5). (**C, E**) *p<0.05, **p<0.01, ***p<0.001; Student’s *t*-test.

**Figure 2—figure supplement 1.**
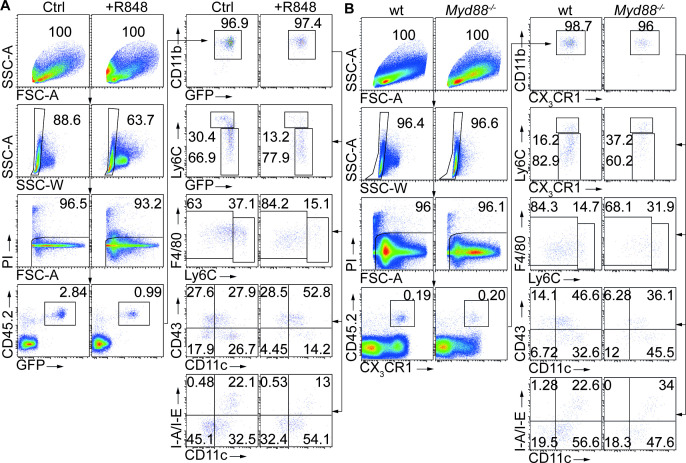
Inflammatory conditions enhance monocyte conversion in vivo. (**A, B**) Full gating path of adoptively transferred donor CD45.2^+^ monocytes recovered from CD45.1^+^ recipients corresponding to Figure 2B and D respectively.

### Notch2-deficient mice show altered myeloid inflammatory response

To characterize the response to TLR stimulation in vivo, we applied the synthetic TLR7 agonist Imiquimod (IMQ, R837) in a commercially available crème formulation (Aldara) daily to the skin of mice (El Malki et al., 2013; van der Fits et al., 2009) and analyzed the systemic inflammatory response in control or *N2^ΔMy^* mice (Gamrekelashvili et al., 2016; Figure 3A). While treatment with IMQ-induced comparable transient weight loss and ear swelling in both genotypes (Figure 3—figure supplement 1A), splenomegaly in response to treatment was significantly more pronounced in *N2^ΔMy^* mice (Figure 3—figure supplement 1B).

**Figure 3.**
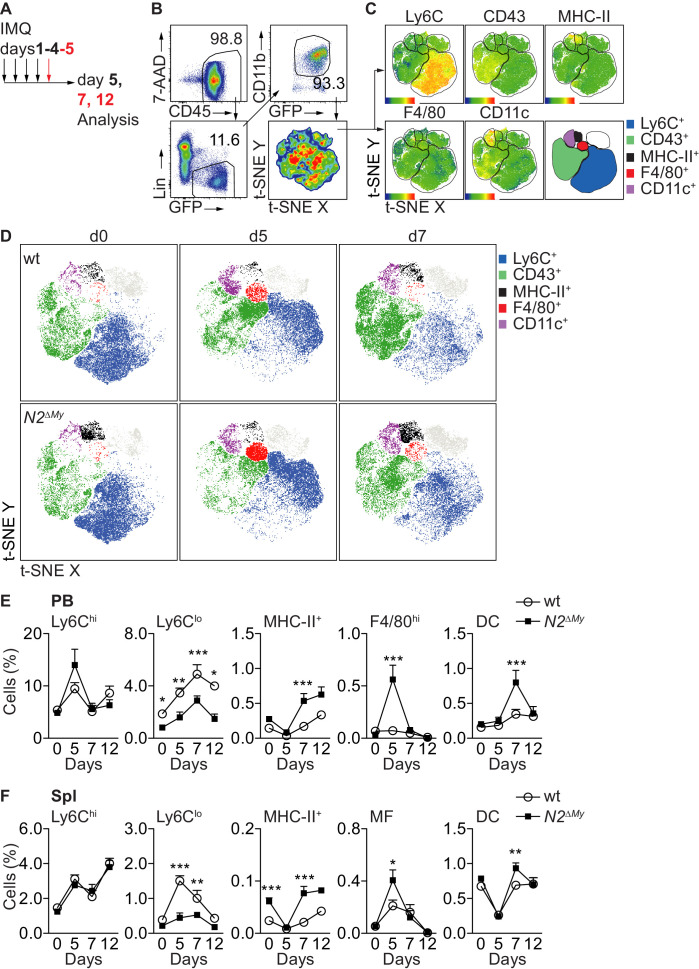
Acute inflammation triggers altered myeloid cell response in *N2^ΔMy^* mice. (**A**) Experimental set-up for IMQ treatment and analysis of mice. (**B, C**) Gating strategy for t-SNE analysis and definition of cell subsets based on expression of surface markers are shown. t-SNE was performed on live CD45^+^Lin^-^CD11b^+^GFP^+^ cells concatenated from 48 PB samples from four independent experiments. (**D**) Unsupervised t-SNE analysis showing composition and distribution of cellular subsets from PB of wt or *N2^∆My^* IMQ-treated or untreated mice at different time points defined in **B, C**) (n = 8 mice are pooled for each condition). (**E, F**) Relative frequency of different myeloid subpopulations in PB and Spl of untreated or IMQ-treated mice are shown (data are pooled from six experiments n = 7–18). (**E, F**) *p<0.05, **p<0.01, ***p<0.001; two-way ANOVA with Bonferroni’s multiple comparison test.

**Figure 3—figure supplement 1.**
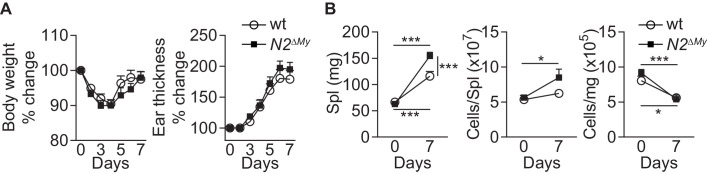
IMQ treatment induces systemic inflammation in mice. (**A**) Body weight (left) and ear thickness (right) of IMQ-treated wt or *N2^ΔMy^* mice (data are from three experiments, n = 11/13). (**B**) Spleen weight and cell number of IMQ-treated wt or *N2^ΔMy^* mice (data are from three independent experiments, n = 11/12). (**B**) *p<0.05, ***p<0.001; two-way ANOVA with Bonferroni’s multiple comparison test.

**Figure 3—figure supplement 2.**
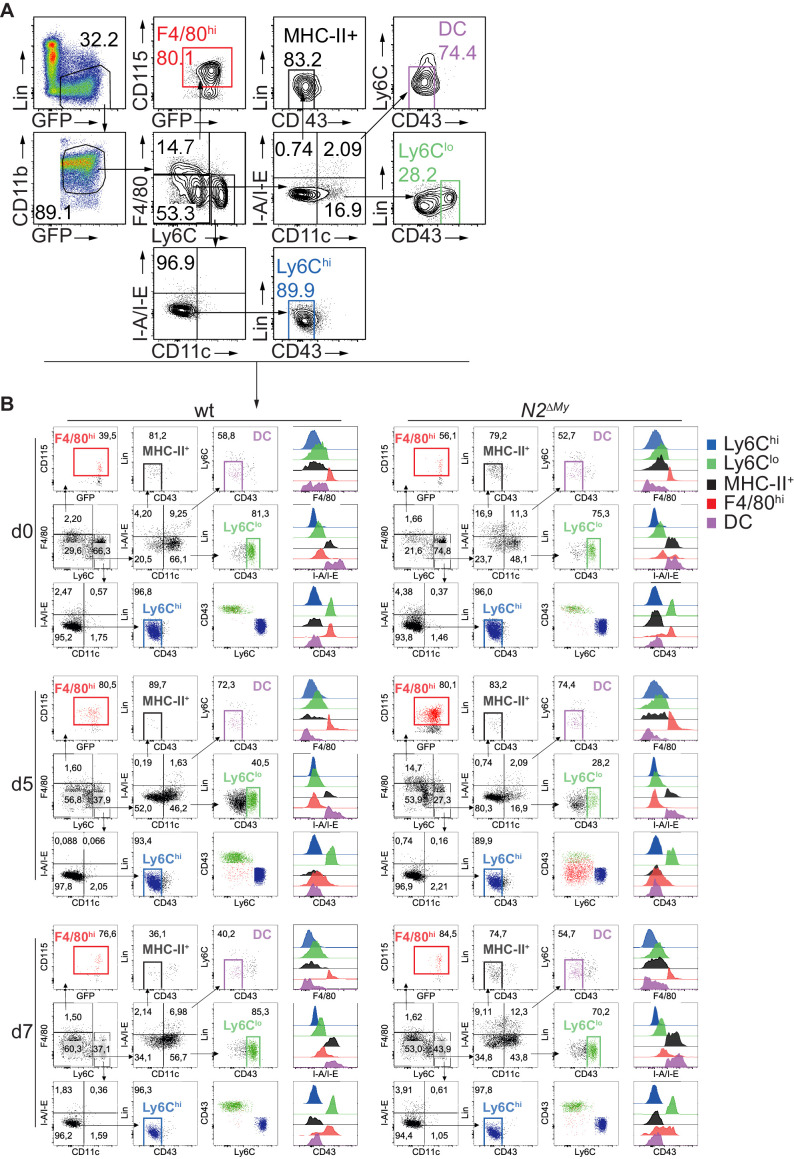
Identification of myeloid cell subsets in IMQ-treated mice. (**A**) Gating strategy for definition and quantification of myeloid subsets from live CD45^+^Lin^-^CD11b^+^GFP^+^ cells by flow cytometry. Defined populations are color-coded and used for subsequent quantification. (**B**) Representative gating of color-coded myeloid subsets in mouse peripheral blood for each experimental condition corresponding to Figure 3. Overlay dot plots show CD43 vs Ly6C expression in Ly6C^hi^, Ly6C^lo^ or FM^+^ monocytes. Histograms show intensity of F4/80, CD43 and I-A/I-E for all defined populations.

**Figure 3—figure supplement 3.**
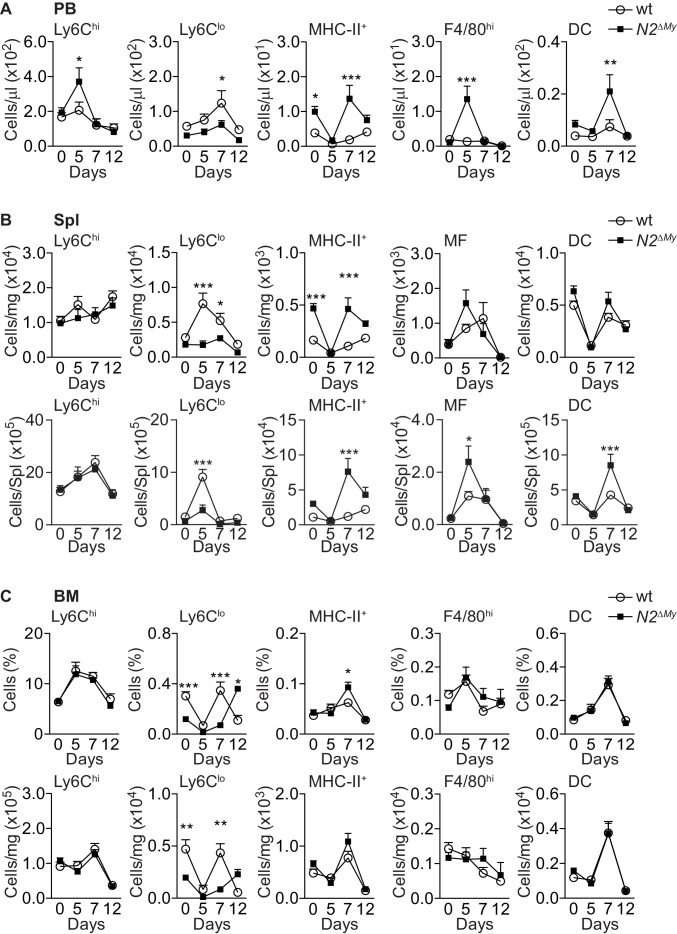
Flow cytometry analysis of myeloid cells in IMQ-driven inflammation. (**A**) Absolute frequency of different myeloid subpopulations in PB. (**B**) Absolute frequency of different myeloid subpopulations normalized per mg tissue (top) or per spleen (bottom). (**C**) Relative (top) and absolute (bottom) frequency of different myeloid subpopulations in the bone marrow of Sham- or IMQ-treated mice are shown. (**A–C**) data are pooled from six experiments (n = 7–18). *p<0.05, **p<0.01, ***p<0.001; two-way ANOVA with Bonferroni’s multiple comparison test.

To characterize the spectrum of myeloid cells in more detail, we next performed flow cytometry of PB cells with a dedicated myeloid panel (Gamrekelashvili et al., 2016) in wt or *N2^ΔMy^ Cx3cr1^gfp/+^* mice and subjected live Lin^-^CD11b^+^GFP^+^ subsets to unsupervised t-SNE analysis (Figure 3B). This analysis strategy defined five different populations, based on single surface markers: Ly6C^+^, CD43^+^, MHC-II^+^, F4/80^hi^ and CD11c^hi^ (Figure 3C). Applying these five gates to samples from separate experimental conditions identified dynamic alterations in blood myeloid subsets in response to IMQ, but also alterations in *N2^ΔMy^* mice (Figure 3D). Specifically, abundance and distribution of Ly6C^+^ cells, containing classical monocytes, in response to IMQ were changed to the same extend in both genotypes. In contrast, the MHC-II^+^ and F4/80^hi^ subsets were more abundant in *N2^ΔMy^* mice, but also showed more robust changes in response to IMQ. On the other hand, the CD43^+^ subset, containing the patrolling monocyte subset, showed prominent enrichment in wt mice, but was less abundant and showed diminished distribution changes after IMQ treatment in *N2^ΔMy^* mice (Figure 3D).

To analyze the initially defined subsets more precisely, we applied a multi-parameter gating strategy to define conventional cell subsets (Figure 3—figure supplement 2A and B and Supplementary file 1; Gamrekelashvili et al., 2016).

In response to IMQ, Ly6C^hi^ monocytes in wt mice increased transiently in blood, and this response was not altered in mice with conditional *Notch2* loss-of function (Figure 3E). In contrast, while Ly6C^lo^ monocytes robustly increased over time with IMQ treatment in wt mice, their levels in *N2^ΔMy^* mice were lower at baseline (Gamrekelashvili et al., 2016) and remained significantly reduced throughout the whole observation period (Figure 3E and F and Figure 3—figure supplement 2A and B). At the same time, while untreated *N2^ΔMy^* mice showed increased levels of MHC-II^+^ atypical monocytes (Figure 3E and F and Figure 3—figure supplement 2A and B; Gamrekelashvili et al., 2016), IMQ treatment induced the generation of F4/80^hi^CD115^+^ monocytes in the blood and increased MF in the spleen at d5 (Figure 3E and F and Figure 3—figure supplement 3A and B). This was followed by a peak in the DC population at d7 (Figure 3E and F and Figure 3—figure supplement 3A and B). These latter changes did not occur in bone marrow but were only observed in the periphery (Figure 3—figure supplement 3C). Together, these data suggest that wt Ly6C^hi^ monocytes convert to Ly6C^lo^ monocytes in response to TLR stimulation, while Notch2 deficient Ly6C^hi^ monocytes differentiate into F4/80^hi^CD115^+^ monocytes, macrophages and DC, suggesting Notch2 as a master regulator of Ly6C^hi^ monocyte cell fate during systemic inflammation.

### Global gene expression analysis identifies macrophage gene expression signatures in monocytes of Notch2-deficient mice during acute inflammation

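RNA-sequencing covered Ly6C hi and Ly6C lo cells sorted from peripheral blood (PB) of wt mice and of *N2 ΔMy* mice, in which Cre recombinase expressed from the *Lyz2* locus deletes *Notch2* in myeloid cells. IMQ-treated mice received 50 mg of Aldara per day, a cream that holds 5% imiquimod, a TLR7 agonist, and cells were sorted on day 5. The 24 libraries formed 6 groups of 4: Ly6C hi cells of both genotypes after Sham treatment, Ly6C hi cells of both genotypes after IMQ treatment and Ly6C lo cells of both genotypes after IMQ treatment. The authors aligned the reads to the mouse genome (GRCm38), counted them on annotated genes with the nf-core/rnaseq pipeline and normalized the counts with DESeq2. The deposited values are these normalized counts, rounded to whole numbers, for 53715 genes, of which 25137 were at 0 in every library. Their sum per library lay between 13273508 and 14651770 (median 13815360) and is not the depth, since each library had already been divided by its size factor. The number of reads counted on genes was therefore inferred from which whole numbers occur among the rounded values of a library. It lay between 9523728 and 19754712 reads, with a median of 14979135. Between 9321 and 9691 genes per library had a value of at least 50.
The library numbers fall into 2 series, of which the first holds replicates 1 and 2 of every group and the second holds replicates 3 and 4. Inferred reads lay between 14577752 and 19754712 in the first series and between 9523728 and 15592943 in the second. The Pearson r of the log2 values of 2 libraries of the same group, taken across genes, which are not independent replicates, was at least 0.966 within a series and at most 0.962 between series. The difference between the series made up 59.5% of the variance within groups. Any split of 4 libraries into 2 and 2 holds a part of this variance by itself, so only the excess over that part reflects the series. Libraries with the same replicate number also deviated from their group means in similar ways, with a mean correlation across genes of 0.4 between groups, which was 0.0928 once the series were removed. Results are therefore given both without and with the replicate number as a block, and within each series. Differentially expressed genes (DEGs) were called with limma on log2(value + 1) at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.6. The 11230 genes with a value of at least 50 in at least 1 library were tested.

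**Figure D1:**
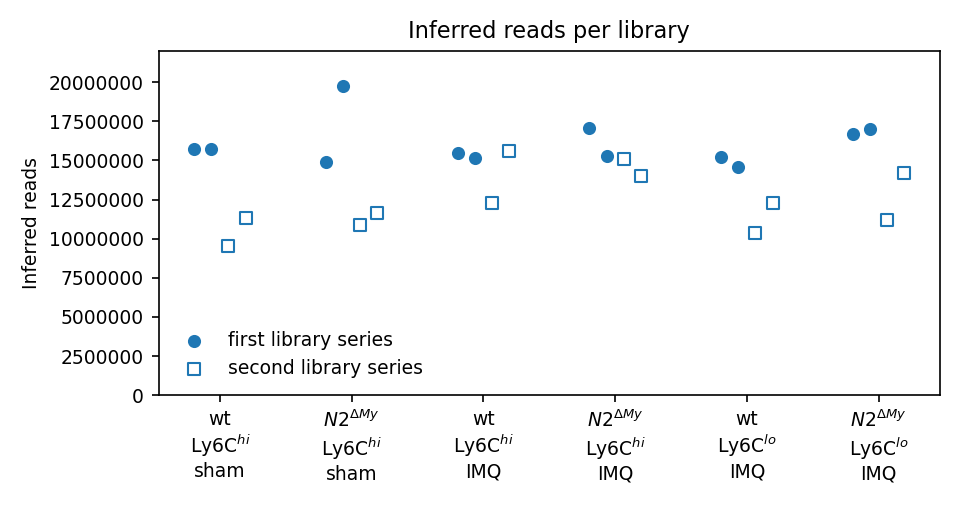
Inferred reads per library (y axis) for the 6 groups (x axis), with 1 point per library and a separate symbol for each library series. In each group the second series holds the library with the fewest reads.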

To characterize more broadly the gene expression changes involved in monocyte differentiation during inflammation, we next subjected monocyte subsets from PB of wt and *N2^ΔMy^* mice after Sham or IMQ treatment (Figure 4—figure supplement 1A) to RNA-sequencing and gene expression analysis. After variance filtering and hierarchical clustering, 600 genes were differentially expressed between six experimental groups (Figure 4A and Figure 4—source data 1).

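Over the 6 groups, 4826 genes differed at an adjusted p of at most 0.01 (limma F-test over the 24 libraries), and 6690 at an unadjusted p under 0.05. With the replicate number as a block, 6417 genes differed, among them all of those called without it. Over the pairs of groups, the same-number correlation across genes ranged from 0.31 to 0.519, and within the library series from -0.0196 to 0.244. With the library series as a covariate, 6141 genes differed. These tests included no variance filter. The alternative that moved the count most followed the steps of the paper's methods, in which values under 1.1 were set to 1.1 and genes of low variance were removed before the test, and it gave 583 genes. Each of the 600 genes of the paper's list (Figure 4—source data 1) had a value of at least 50 in at least 1 library. Of these genes, 579 differed in the test without a variance filter, and 185 were among the 600 genes with the smallest p in that test.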

**Figure 4.**
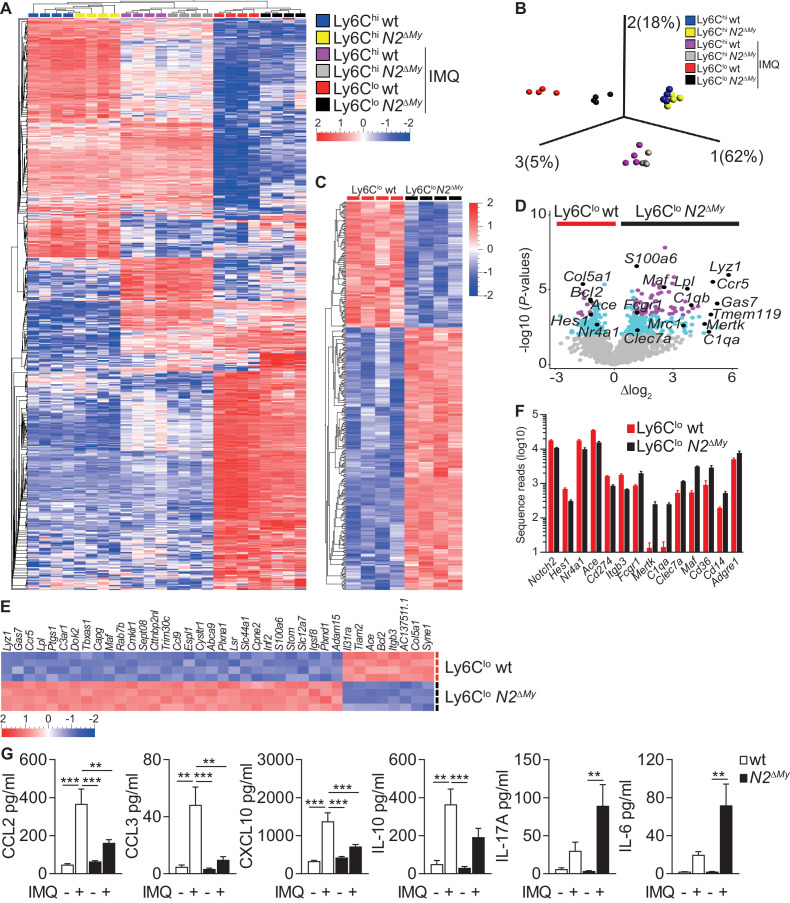
Enhanced macrophage gene expression signatures in monocytes and altered inflammatory response in *N2^ΔMy^* mice. (**A, B**) Hierarchical clustering of 600 ANOVA-selected DEGs (**A**) and PCA of PB monocyte subsets (**B**) after IMQ treatment (n = 4) is shown (Variance filtering 0.295, ANOVA followed by the B-H correction (p<0.0076, FDR ≤ 0.01)). (**C**) Hierarchical clustering of 373 DEGs from IMQ-treated wt and *N2^ΔMy^* Ly6C^lo^ monocyte subsets (Variance filtering 0.117,–0.6≥Δlog_2_ ≥ 0.6, Student’s *t*-test with B-H correction (p<0.01, FDR ≤ 0.05)). (**D**) Volcano plot showing 379 DEGs between wt and *N2^ΔMy^* Ly6C^lo^ cells (-log10(p-value) ≥ 2, FDR ≤ 0.05, light blue); and 87 DEGs (−1≥Δlog_2_ ≥ 1 (FDR ≤ 0.01) purple); genes of interest are marked black (Student’s *t*-test with B-H correction). (**E**) Heat map of top 38 DEGs from (**D**) log10(﻿p-value) ≥ 4,–1≥Δlog_2_ ≥ 1, Student’s *t*-test with B-H correction. (**F**) Bar graph showing mean number and SEM of sequence reads for selected genes from IMQ-treated wt and *N2^ΔMy^* Ly6C^lo^ cell subsets. (**G**) Analysis of cytokine and chemokine profiles in the serum of IMQ-treated mice. n = 5–10, pooled from four independent experiments. (**G**) *p<0.05, **p<0.01, ***p<0.001; 2way ANOVA with Bonferroni’s multiple comparison test. Figure 4—source data 1.List of 600 DEGs for hierarchical clustering and PCA (Figure 4A and B) from Ly6C^hi^ and Ly6C^lo^ subpopulations isolated from sham-or IMQ(Aldara)-treated wt or *N2^ΔMy^* mice. Figure 4—source data 2.List of 373 DEGs between Ly6C^lo^ cells isolated from IMQ(Aldara)-treated wt or *N2^ΔMy^* mice and used for the analysis in Figure 4C and D, Figure 5A and Supplementary file 2–5.

**Figure 4—figure supplement 1.**
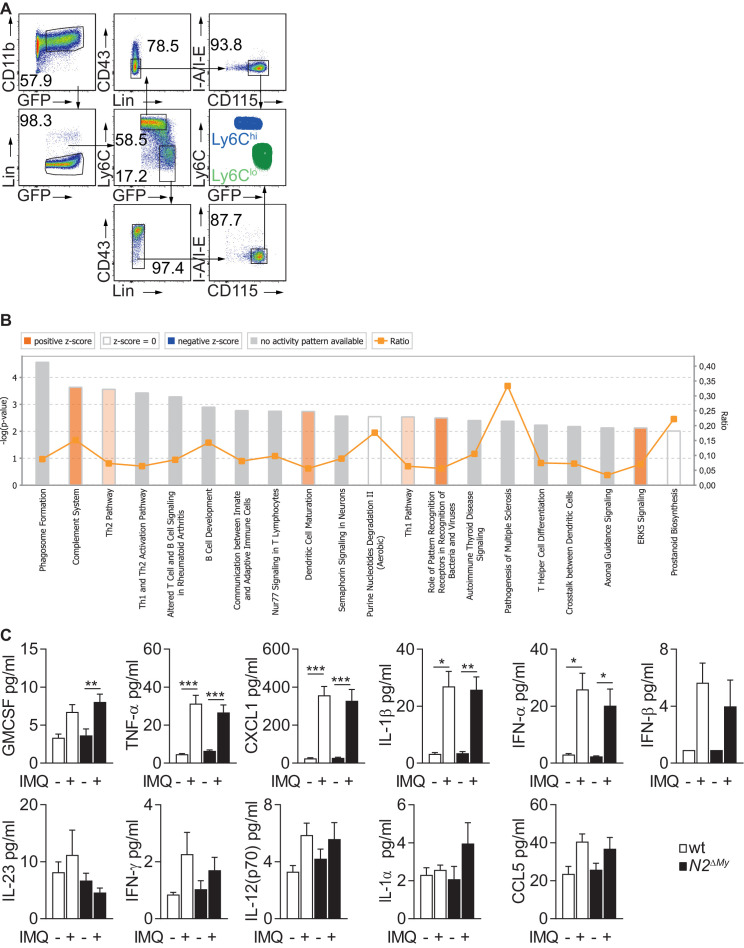
Gating strategy for cell sorting, IPA and cytokine and chemokine analysis in IMQ-treated mice. (**A**) Sorting strategy of monocyte subsets for RNA-seq analysis. Lin^-^CD11b^+^GFP^+^CD115^+^Ly6C^hi^CD43^-^MHC-II^-^ (Ly6C^hi^) and Lin^-^CD11b^+^GFP^+^CD115^+^Ly6C^lo/-^MHC-II^-^ (Ly6C^lo^) monocytes were sorted from naive or IMQ-treated wt or *N2^ΔMy^* mouse PB and used for RNA-seq. (**B**) top 20 Ingenuity canonical pathways enriched in mutant Ly6C^lo^ cells as compared to wt Ly6C^lo^ subset from IMQ-treated mice. (**C**) Analysis of chemokine and cytokine levels in untreated or IMQ-treated wt or *N2^ΔMy^* mouse serum. Data are pooled from four independent experiments (n = 5–10).* p<0.05, **p<0.01, ***p<0.001; two-way ANOVA, Bonferroni’s post-test.

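Principal components were computed from the log2 values of the 600 genes with the smallest p in the test over the 6 groups, each scaled to unit variance. The first 3 components held 79.8%, 10.9% and 3.99% of the variance. These shares depend on choosing the genes by their group differences: the first component held 51.1% for the 600 most variable genes chosen without the group labels. On the first component, the wt Ly6C lo libraries lay between 32.5 and 38.3, the *N2 ΔMy* Ly6C lo libraries between 19.6 and 23.4 and all Ly6C hi libraries between -21.2 and -4.79. On the second component, the Ly6C hi libraries lay between -10.1 and -5.84 after Sham treatment and between 6.05 and 12.2 after IMQ treatment. Over the first 3 components, the centroids of Ly6C hi cells after Sham and IMQ treatment were 21.2 apart in wt and 20.6 apart in *N2 ΔMy* mice. Those of Ly6C lo and Ly6C hi cells after IMQ treatment were 46.1 apart in wt and 35.9 apart in *N2 ΔMy* mice. Of the first 8 components, the library series differed most on the fourth, which held 0.993% of the variance of these genes, chosen for their group differences.
Between IMQ and Sham treatment, 497 genes were higher and 569 lower in wt Ly6C hi cells, and 466 were higher and 511 lower in *N2 ΔMy* Ly6C hi cells. With the replicate number as a block, 1331 genes were called in wt and 1111 in *N2 ΔMy* cells. Of the genes called without the block, 1065 in wt and 962 in *N2 ΔMy* cells were called with it. The same-number correlation across genes was 0.373 in wt and 0.349 in *N2 ΔMy* cells, and 0.0113 and -0.0114 within the library series. Within the first series, 948 genes were called in wt and 832 in *N2 ΔMy* cells, and within the second series 592 and 813. At least 95.4% of the genes called within 1 series changed in the same direction in the other. In both genotypes 734 genes were called, all in the same direction. IMQ and Sham libraries did not overlap for 21.5% of the genes tested in wt and 19.5% in *N2 ΔMy* cells, where random splits of 4 against 4 libraries would give 2.86%. *S100a9* (ENSMUSG00000056071.12, chromosome 3 of GRCm38, 90692632 to 90695721) was at 863 ± 531 (SD, n = 4) normalized counts in wt Ly6C hi cells after IMQ treatment and was listed at 0 in every wt Sham library. *Wfdc21* (ENSMUSG00000051748.2, chromosome 11, 83746940 to 83752642) was at 558.2 ± 403 (SD, n = 4) in wt cells after IMQ treatment and also listed at 0 after Sham treatment. *Cd209a* (ENSMUSG00000031494.7, chromosome 8, 3743397 to 3748984) was at 12.25 ± 21.2 (SD, n = 4) after IMQ and 428.2 ± 150 (SD, n = 4) after Sham treatment in wt cells, a log2 fold change of -6.31 (SE 0.85, limma adjusted p = 7.5e-04, with the block 5.8e-05). It was -7.50 within the first and -5.12 within the second library series.
Between Ly6C lo and Ly6C hi cells after IMQ treatment, 1331 genes were higher and 1429 lower in wt, and 1012 were higher and 941 lower in *N2 ΔMy* mice. With the block, 3199 genes were called in wt and 2302 in *N2 ΔMy* cells. The same-number correlation was 0.505 in wt and 0.416 in *N2 ΔMy* cells, and 0.244 and 0.234 within the series. Within the first series, 2591 genes were called in wt and 1861 in *N2 ΔMy* cells, and within the second 2043 and 2481. Both genotypes shared 1619 of the calls, 1604 of them in the same direction. *Cd72* (ENSMUSG00000028459.11, chromosome 4, 43446462 to 43454628) was at 1390 ± 407 (SD, n = 4) normalized counts in wt Ly6C lo and 6.5 ± 3.7 (SD, n = 4) in wt Ly6C hi cells, a log2 fold change of 7.64 (SE 0.40, limma adjusted p = 5.0e-07, with the block 5.3e-10; 8.46 and 6.82 within the series). *Vcan* (ENSMUSG00000021614.16, chromosome 13, 89655312 to 89742509) was at 103.5 ± 38.6 (SD, n = 4) in wt Ly6C lo and 15670 ± 2650 (SD, n = 4) in wt Ly6C hi cells, a log2 fold change of -7.28 (SE 0.23, limma adjusted p = 1.6e-08, with the block 1.0e-11; -7.46 and -7.11 within the series).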

Principal component analysis (PCA) of differentially expressed genes (DEG) of all experimental groups revealed a clear separation between control Ly6C^hi^ monocytes and IMQ-treated Ly6C^hi^ or Ly6C^lo^ monocytes. Interestingly, the effects of *Notch2* loss-of-function were most pronounced in the Ly6C^lo^ populations, which separated quite strongly depending on genotype, while Ly6C^hi^ monocytes from wt and *N2^ΔMy^* mice over all maintained close clustering under Sham or IMQ conditions (Figure 4B and C and Figure 4—source data 1).

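Over the first 3 principal components, the centroids of wt and *N2 ΔMy* libraries were 21.6 apart for Ly6C lo cells after IMQ treatment, 6.11 apart for Ly6C hi cells after IMQ treatment and 3.86 apart for Ly6C hi cells after Sham treatment. Relative to the root mean square distance of the libraries from their own centroid, these distances were 9.73, 2.75 and 2.90. On the 600 most variable genes chosen without the group labels, the same ratios were 0.941, 0.303 and 0.213. Between the genotypes, 537 genes were called in Ly6C lo cells, 3 in Ly6C hi cells after IMQ treatment and 2 in Ly6C hi cells after Sham treatment. At an unadjusted p under 0.05, these comparisons gave 2192, 679 and 585 genes. A share of 0.05 of the 11230 genes tested would pass without any difference, and the last 2 counts lie not far above it. In the Ly6C hi cells, 54 genes after IMQ and 3 after Sham treatment were called with the replicate number as a block. The same-number correlation across genes was 0.519 after IMQ and 0.423 after Sham treatment, and 0.108 and 0.153 within the library series. Within the first series alone 2 genes were called after IMQ and 1 after Sham treatment, and within the second series 1 gene after each. The difference itself was tested with the interaction of genotype and subset over the 16 IMQ libraries, which called 116 genes, with 109 genotype differences higher and 7 lower in Ly6C lo than in Ly6C hi cells. At an unadjusted p under 0.05 it gave 936 genes. With the block, it called 271 genes, among them all of those called without it.
Of the genes called in Ly6C lo cells, 480 (89.4%) had a genotype difference of the same direction in Ly6C hi cells after IMQ treatment and 427 (79.5%) after Sham treatment. Across these genes, which are not independent replicates and were chosen for their difference in Ly6C lo cells, Pearson's r with the Ly6C lo log2 fold changes was 0.714 after IMQ and 0.569 after Sham treatment. Their median absolute log2 fold change was 1.07 in Ly6C lo cells, 0.31 in Ly6C hi cells after IMQ and 0.20 in Ly6C hi cells after Sham treatment. Over all genes tested, the medians were 0.197, 0.127 and 0.121. Same-numbered Ly6C lo and Ly6C hi libraries of 1 genotype after IMQ treatment deviated together (0.244 in wt and 0.234 in *N2 ΔMy* cells within the series). This could by itself favor equal directions, and no value without a genotype difference was computed. Between Ly6C lo libraries and Ly6C hi Sham libraries of 1 genotype, these correlations were 0.0225 in wt and 0.0529 in *N2 ΔMy* cells.

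**Figure D2:**
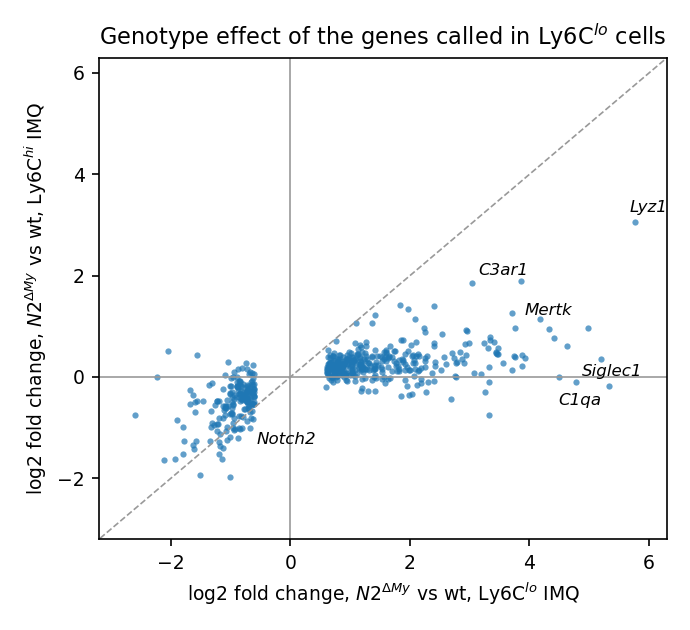
Log2 fold changes between *N2 ΔMy* and wt cells after IMQ treatment in Ly6C lo cells (x axis) and Ly6C hi cells (y axis), with 1 point for each of the 537 genes called in Ly6C lo cells and a dashed line where both are equal. Most points lie in the 2 quadrants of equal direction and closer to 0 on the y axis than on the x axis.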

Furthermore, while wt Ly6C^lo^ cells were enriched for genes characteristic of patrolling monocytes (*Hes1, Nr4a1*, *Ace*, *Cd274 and Itgb3*), cells in the Ly6C^lo^ gate from *N2^ΔMy^* mice showed upregulation of genes characteristic of mature phagocytes, such as MF (*Fcgr1, Mertk, C1qa, Clec7a, Maf, Cd36, Cd14, Adgre1* (encoding F4/80)) (Figure 4D–F).

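Of the 5 genes of patrolling monocytes and 8 genes of phagocytes named in the text, 12 were called between wt and *N2 ΔMy* Ly6C lo cells, both when adjusted over all genes tested and when adjusted over these 13 genes alone. The replicate block called the same number, and all 13 genes had the same direction in both library series. The paper names these genes for their difference in the same libraries. Neither the adjustment over them alone nor their equal directions are therefore independent support. *Hes1* (ENSMUSG00000022528.7, chromosome 16 of GRCm38, 30064384 to 30067796) was at 310 ± 48.7 (SD, n = 4) normalized counts in *N2 ΔMy* and 699 ± 85.9 (SD, n = 4) in wt cells, a log2 fold change of -1.18 (SE 0.15, limma adjusted p = 0.00113, with the block 5.9e-05; -1.05 and -1.30 within the series). *Nr4a1* (ENSMUSG00000023034.7, chromosome 15, 101254269 to 101274795) was at 9936 ± 2052 and 17890 ± 2091 (SD, n = 4 each), a log2 fold change of -0.86 (limma adjusted p = 0.00704, with the block 6.7e-05). *Ace* (ENSMUSG00000020681.14, chromosome 11, 105967945 to 105989964) was at 15616 ± 2183 and 35532 ± 2889 (SD, n = 4 each), a log2 fold change of -1.19 (limma adjusted p = 3.3e-04). The log2 fold changes of *Cd274* and *Itgb3* were -0.94 and -1.36.
*Mertk* (ENSMUSG00000014361.5, chromosome 2, 128698956 to 128802894) was at 250.5 ± 87.7 (SD, n = 4) normalized counts in *N2 ΔMy* and 13.5 ± 10.5 (SD, n = 4) in wt Ly6C lo cells, a log2 fold change of 4.41 (limma adjusted p = 0.00113). *C1qa* (ENSMUSG00000036887.5, chromosome 4, 136895917 to 136898803) was at 249.8 ± 45.1 and 14.25 ± 11.6 (SD, n = 4 each), a log2 fold change of 4.78 (SE 0.86, limma adjusted p = 0.00812; 3.93 and 5.64 within the series). *Maf* (ENSMUSG00000055435.6, chromosome 8, 115682942 to 115707794) was at 3132 ± 210 and 548 ± 132 (SD, n = 4 each), a log2 fold change of 2.54 (limma adjusted p = 1.2e-05). *Fcgr1*, *Clec7a*, *Cd36* and *Cd14* were called as well, with log2 fold changes of 1.16, 1.19, 1.83 and 1.42. For each of the 12 genes called, the *N2 ΔMy* and wt libraries did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries can give). *Adgre1* (ENSMUSG00000004730.14, chromosome 17, 57358686 to 57483529) was at 7705 ± 2134 (SD, n = 4) in *N2 ΔMy* and 5078 ± 881 (SD, n = 4) in wt cells. Its log2 fold change of 0.58 (SE 0.20, limma adjusted p = 0.126, two-sided exact permutation p = 0.0571) did not reach the threshold, and libraries of the genotypes overlapped. With the block its adjusted p was 0.00603, and the log2 fold change was 0.85 within the first and 0.30 within the second series. Adjusted over the 13 genes alone, which the paper names from these same libraries, its p was 0.0139.

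**Figure D3:**
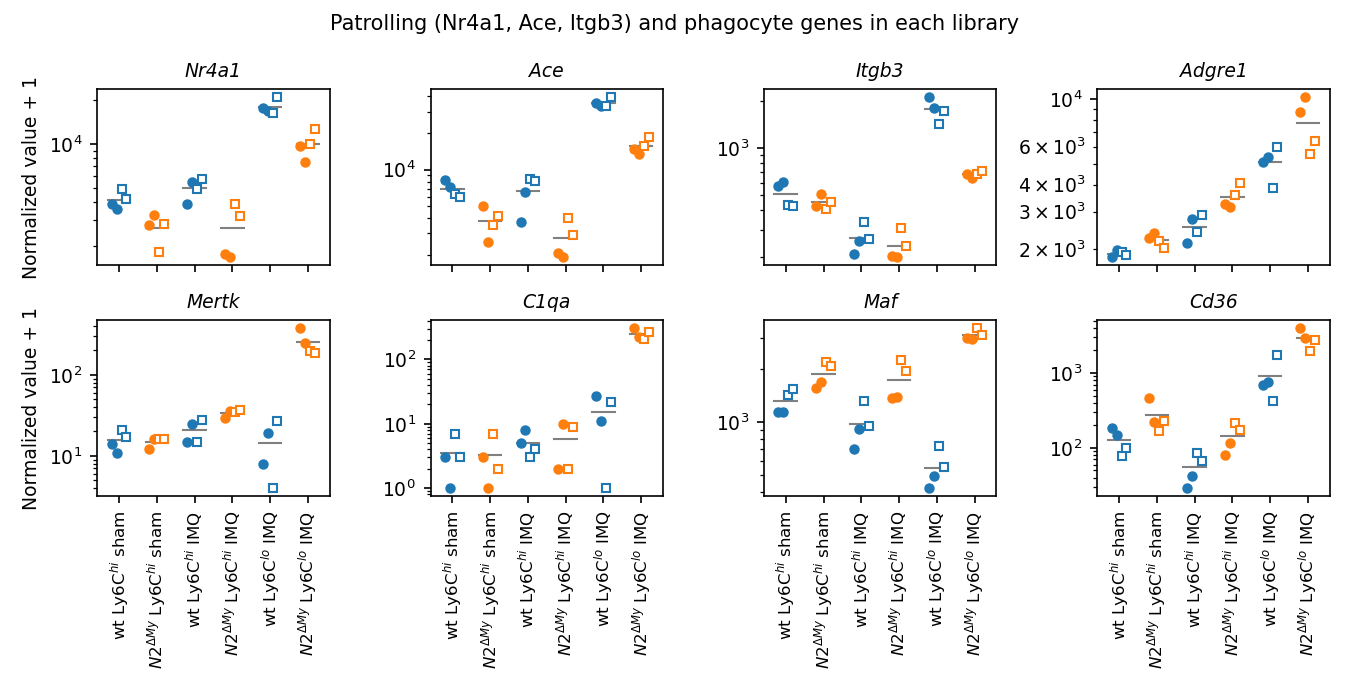
Normalized counts plus 1 (log y axis) of 3 genes of patrolling monocytes and 5 genes of phagocytes, with 1 point per library of the 6 groups (filled for the first and open for the second library series) and a line at each group mean. In Ly6C lo cells, the points of wt and *N2 ΔMy* libraries overlap for *Adgre1* and are apart for the other 7 genes.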

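Between Ly6C lo cells of IMQ-treated *N2 ΔMy* and wt mice, 350 genes were higher and 187 lower in *N2 ΔMy* cells. Setting the replicate number as a block gave 552 higher and 387 lower genes, with every gene called without the block among them. The same-number correlation across genes between these groups was 0.456, and 0.186 within the library series. Within the first library series 620 genes were called and within the second 180, and 96.3% and 99.4% of these had the same direction in the other series. The steps of the paper's methods gave 297 genes. Libraries of the genotypes did not overlap for 519 of the genes called and for 12.8% of all genes tested. At an unadjusted p of at most 0.01 and an adjusted p of at most 0.05, without a minimum fold change, 720 genes passed. At an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1, 181 genes passed. With the block these counts were 1853 and 334, within the first series 724 and 145, and within the second 180 and 32. Of the genes in the paper's list for this comparison (Figure 4—source data 2), 372 were among the genes tested, all with the same direction as in the list, and 299 were called over all genes tested. A further 238 genes were called that are not in the list. Adjusted over the list alone, 358 were called, which shows no stability because the list holds calls made on the same data.
The largest rise among genes whose libraries did not overlap was that of *Lyz1* (ENSMUSG00000069515.6, chromosome 10 of GRCm38, 117287797 to 117292868), at 2118 ± 496 (SD, n = 4) normalized counts in *N2 ΔMy* and 37.5 ± 8.19 (SD, n = 4) in wt Ly6C lo cells, a log2 fold change of 5.77 (SE 0.22, limma adjusted p = 2.9e-07). *Lyz1* is a paralog of *Lyz2*, the locus that carries Cre, and the genes lie next to each other. Further large rises were those of *Siglec1*, *Gas7* and *C1qa*. *Siglec1* (ENSMUSG00000027322.11, chromosome 2, 131069220 to 131086765) was at 133.2 ± 24.6 and 8 ± 14.1 (SD, n = 4 each), a log2 fold change of 5.32 (SE 0.94, limma adjusted p = 0.00735; 3.55 and 7.10 within the series), and 3 of its wt libraries were at 3 or below. In the second series both wt libraries of *Siglec1* were at 0, so its value of 7.10 there depends on the pseudocount. *Gas7* had a log2 fold change of 5.19. The largest falls were those of *Runx2os1* (-2.60), RP23-278E1.2 (-2.24), RP23-395G18.1 (-2.12), RP23-284A15.1 (-2.04) and *Gjb2* (-1.93). Of the complement genes, *C1qb* (ENSMUSG00000036905.8, chromosome 4, 136880129 to 136886187) was at 1023 ± 214 and 71.75 ± 27.9 (SD, n = 4 each), a log2 fold change of 3.88 (SE 0.29, limma adjusted p = 7.1e-05). *C1qc*, *C3ar1* and *C4b* had log2 fold changes of 4.18, 3.04 and 2.41 (limma adjusted p = 7.7e-05, 1.8e-04 and 0.004). *C4b* has a close paralog, *C4a*, with which its reads could be shared.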

Comparative gene expression analysis of Ly6C^lo^ cell subsets during IMQ treatment identified 373 genes significantly up- or down-regulated with Notch2 loss-of-function (p-value<0.01, Figure 4C–F and Figure 4—source data 2), which were enriched for phagosome formation, complement system components, Th1 and Th2 activation pathways and dendritic cell maturation by ingenuity canonical pathway analysis (Figure 4—figure supplement 1B). Notably, signatures for autoimmune disease processes were also enriched (Supplementary file 2). Independent gene set enrichment analysis (GSEA) (Isakoff et al., 2005; Mootha et al., 2003) confirmed consistent up-regulation of gene sets in *N2^ΔMy^* Ly6C^lo^ cells involved in several gene ontology biological processes, such as vesicle-mediated transport (GO:0016192), defense response (GO:0006952), inflammatory response (GO:0006954), response to bacterium (GO:0009617) and endocytosis (GO:0006897) (Supplementary file 3 and Figure 4—source data 2). Overall, these data suggest regulation of Ly6C^hi^ monocyte cell fate and inflammatory responses by Notch2.

Furthermore, changes in cell populations resulted in altered systemic inflammatory response patterns. Levels of TLR-induced cytokines and chemokines, such as TNF-α, CXCL1, IL-1β, IFN-α, were elevated to the same extend in wt and *N2^ΔMy^* mice in response to IMQ treatment, suggesting normal primary TLR-activation (Figure 4—figure supplement 1C). However, circulating levels of chemokines produced by Ly6C^lo^ monocytes (Carlin et al., 2013), such as CCL2, CCL3, CXCL10, and IL-10 were higher in wt mice compared to *N2^ΔMy^* mice, while the levels of pro-inflammatory cytokines IL-17A, IL-6 and GMCSF were significantly enhanced in *N2^ΔMy^* mice but not in wt mice as compared to untreated controls, confirming systemic alterations in addition to cellular changes in *Notch2* loss-of-function mice in response to IMQ (Figure 4G and Figure 4—figure supplement 1C).

### Notch2-deficiency promotes macrophage differentiation

To match the observed gene expression pattern of inflammatory Ly6C^lo^ cells from wt and *N2^ΔMy^* mice under IMQ treatment with previously described cells of the monocyte-macrophage lineage we performed pairwise gene set enrichment analysis with defined myeloid cell transcriptomic signatures using the GSEA software and BubbleGUM stand-alone software (Isakoff et al., 2005; Mootha et al., 2003; Spinelli et al., 2015; Figure 5A and Supplementary file 4 and 5 and Figure 4—source data 2). Out of 29 transcriptomic signatures - representing tissue MF, monocyte derived DC (MoDC), conventional DC (cDC), plasmacytoid DC (pDC), classical (Ly6C^hi^) monocytes (cMonocyte), non-classical (Ly6C^lo^) monocytes (ncMonocyte) and B cells (as a reference) – significant enrichment was registered in seven signatures (normalized enrichment score (NES >1.5, FDR < 0.1)). The cell fingerprint representing ncMonocyte (#3) was highly enriched in the gene set from wt Ly6C^lo^ monocytes (NES = 1.91, FDR = 0.039), while all other cell fingerprints showed no significant similarity (Figure 5A and Supplementary file 4), confirming a strong developmental restriction toward Ly6C^lo^ monocytes in wt cells. In contrast, *N2^ΔMy^* gene sets showed the highest similarity (NES >1.8 and FDR < 0.01) with four cell fingerprints (#1, 5, 6, 7) representing different MF populations, and weak similarity to MoDC (NES = 1.64, FDR < 0.1) and cMonocyte (NES = 1.54, FDR < 0.1) (Figure 5A and Supplementary files 4 and 5). 

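The Lyve1 hi MF set, whose members are listed in Supplementary file 5, was the only fingerprint computed here. All 76 members listed there were among the 372 genes ranked by the difference of the mean log2 values of *N2 ΔMy* and wt Ly6C lo cells. The paper ran its enrichment on these DEGs, so its list need not hold members outside them. The share of the whole set that differs is therefore not known. The weighted enrichment score was 0.57, reached at rank 112 with 45 members, and the normalized score was 2.28 (permutation test with 1000 random gene sets of the same size, p = 0.001, the smallest that these sets can give). The score was 0.578 within the first and 0.582 within the second library series. Of the members, 72 (94.7%) were higher in *N2 ΔMy* cells, against 179 (60.5%) of the 296 ranked genes outside the set. The median log2 fold change was 1.81 for members and 0.94 for the other genes. For 69 members, every *N2 ΔMy* library lay above every wt library. The genes ranked are those that the paper lists as DEGs of the same libraries, so the random sets compare members with other DEGs and not with all genes.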

Phenotyping of cell populations by flow cytometry using MF markers MerTK and CD64 (Figure 5B–D) confirmed selective expansion of an F4/80^hi^MerTK^+^ (FM^+^) monocyte population in IMQ-treated *N2^ΔMy^* mice (Figure 5A and Supplementary files 4 and 5). Together, these data demonstrate a cell fate switch from Ly6C^lo^ monocytes toward macrophage signatures in the absence of Notch2.

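Of the genes called between *N2 ΔMy* and wt Ly6C lo cells, 426 were also called between wt Ly6C lo and wt Ly6C hi cells after IMQ treatment. For 405 of them (95.1%), the value in *N2 ΔMy* Ly6C lo cells had moved toward the level of wt Ly6C hi cells, and for 21 away from it. Of the 2334 genes called only between the wt subsets, 2002 (85.8%) had a genotype difference that pointed toward wt Ly6C hi cells. Of the genes higher in *N2 ΔMy* Ly6C lo cells, 140 had a mean above those of wt Ly6C lo cells and of Ly6C hi cells of both genotypes after IMQ treatment, and for 75 every *N2 ΔMy* Ly6C lo library lay above every library of these groups. The other 210 had a mean between those of the other groups. Of 10 macrophage marker genes, 8 passed the filter on low values, and 5 of these, *C1qa*, *C1qb*, *C1qc*, *Mertk* and *Cd5l*, were higher in every *N2 ΔMy* Ly6C lo library than in every library of the other IMQ groups. *Siglec1*, *Mrc1* and *Spic* were not, and *Spic* was lower in *N2 ΔMy* than in wt Ly6C lo cells, at a mean of 136.5 against 425 normalized counts. *Cd5l* was at a mean of 173.8 normalized counts in *N2 ΔMy* Ly6C lo and 12.8 in wt Ly6C lo cells. The summed value of 8 marker genes of classical monocytes lay between 38883 and 71503 in *N2 ΔMy* Ly6C lo libraries and between 4080 and 8572 in wt Ly6C lo libraries (two-sided exact permutation test, p = 0.0286, n = 4 each).
From the macrophage fingerprints enriched in the *N2 ΔMy* gene sets and the F4/80 hiMerTK+ monocytes found by flow cytometry, which was not analysed here, the paper concludes that without Notch2 the cell fate switches from Ly6C lo monocytes toward macrophage signatures. It further rests this on adoptive transfer, in which *N2 ΔMy* Ly6C hi monocytes gave fewer Ly6C lo monocytes and more macrophages. Those data were not analysed here either.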

**Figure 5.**
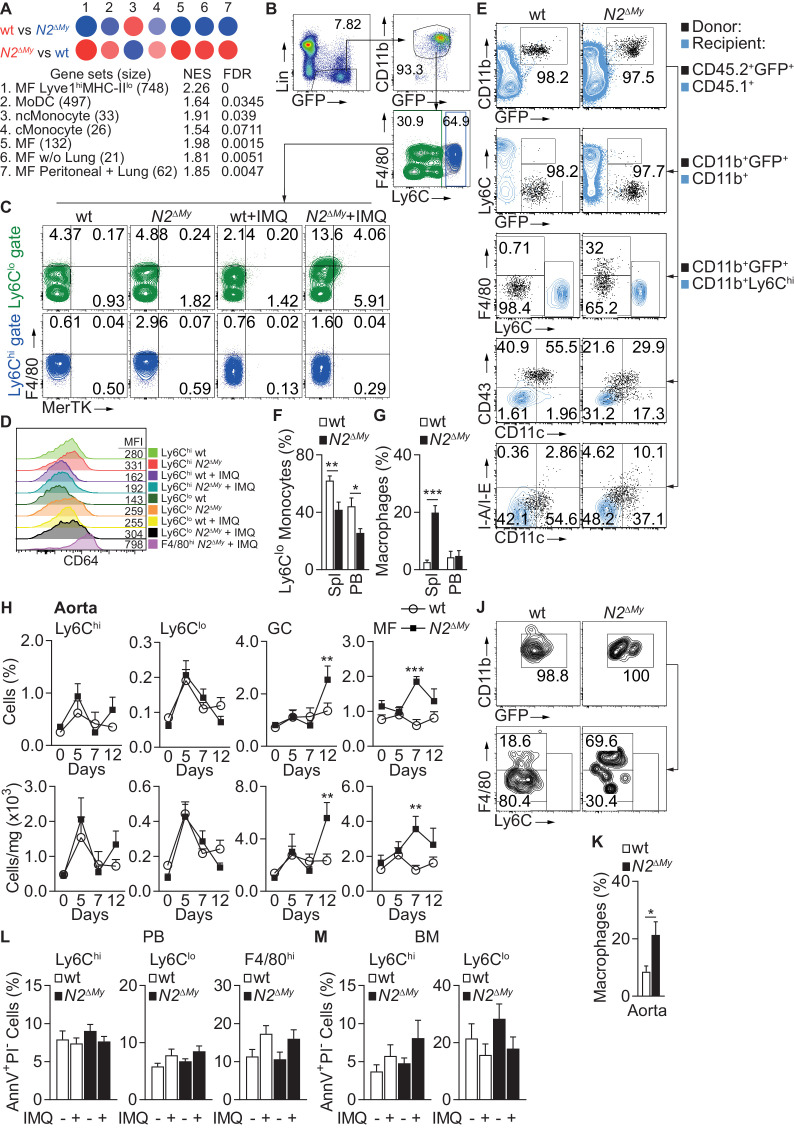
Notch2-deficient Ly6C^lo^ cells show enhanced macrophage maturation during acute inflammation. (**A**) GSEA based on 373 DEGs between IMQ-treated wt and *N2^ΔMy^* Ly6C^lo^ subsets in PB. Red – positive-, and blue - negative enrichment in corresponding color-coded wt or *N2^ΔMy^* cells. Size of the circle corresponds to NES and intensity of the color to FDR. (**B, C**) Representative flow cytometry plots showing expression of F4/80 and MerTK in gated Lin^-^CD45^+^CD11b^+^GFP^+^Ly6C^hi^ and Lin^-^CD45^+^CD11b^+^GFP^+^Ly6C^lo^ cells from PB of Sham- or IMQ-treated wt or *N2^ΔMy^* mice. (**D**) Representative flow cytometry histograms with corresponding mean fluorescence intensities (MFI) showing expression of CD64 on myeloid cells in PB of sham or IMQ-treated mice. (**E**) Flow cytometry analysis 3 days after adoptive transfer of wt or *N2^∆My^* BM CD45.2^+^ Ly6C^hi^ monocytes in IMQ-treated CD45.1^+^ recipients. Transferred cells are shown in black and recipient CD45.1^+^ (1^st^ row), CD45.1^+^CD11b^+^ (2^nd^ row) or CD45.1^+^CD11b^+^Ly6C^hi^ cells (3^rd^ −5^th^ rows) are depicted in blue. (**F, G**) Frequency of donor-derived Ly6C^lo^ monocytes (**G**) or macrophages (**H**) in CD45.2^+^CD11b^+^GFP^+^ donor cells after adoptive transfer of wt or *N2^∆My^* Ly6C^hi^ monocytes is shown. Data are pooled from three independent experiments (n = 6/9). (**H**) Relative (top) and absolute number (bottom) of myeloid subpopulations in aortas of untreated or IMQ-treated mice. Data are pooled from six experiments (n = 7–18). (**J, K**) Representative flow cytometry plot of donor CD11b^+^GFP^+^ cells (**J**) and relative frequency of donor-derived macrophages (**K**) within CD45.2^+^CD11b^+^GFP^+^ cells recovered from aortas after adoptive transfer of wt or *N2^∆My^* Ly6C^hi^ monocytes. (**K**) Data are pooled from three independent experiments (n = 9). (**L, M**) Relative frequency of apoptotic (AnnexinV^+^PI^neg^) cells in each myeloid subpopulation isolated from PB or BM of Sham- or IMQ-treated mice is shown (Data are from two independent experiments (n = 6–7)). (**F, G, K**) *p<0.05, **p<0.01, ***p<0.001; Student’s *t*-test. (**H, L, M**) **p<0.01, ***p<0.001; two-way ANOVA with Bonferroni’s multiple comparison test.

**Figure 5—figure supplement 1.**
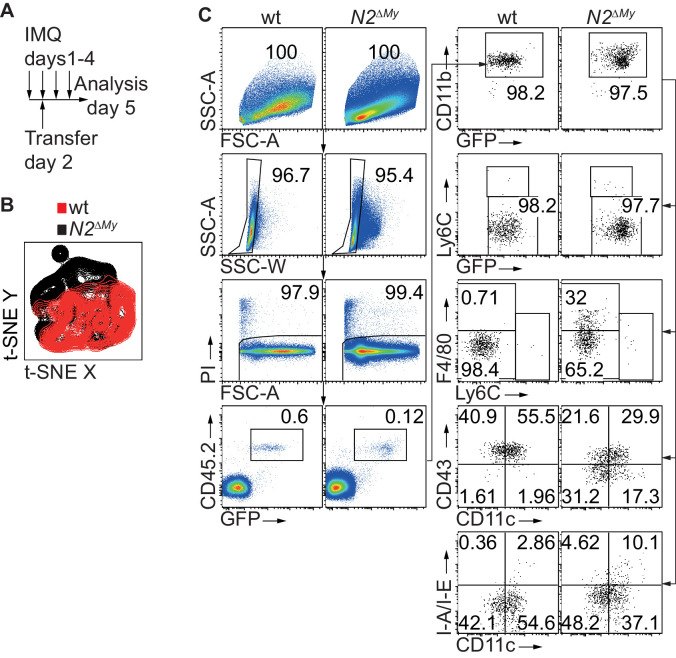
Characterization of F4/80^hi^ monocytes in IMQ-treated mice. (**A**) Experimental set-up for IMQ treatment, adoptive transfer and analysis of mice is depicted. (**B**) t-SNE analysis of donor CD45.2^+^CD11b^+^GFP^+^ cells extracted from Spl of IMQ-treated mice. Overlay of wt and *N2^∆My^* cells are depicted from concatenated samples. (**C**) Full gating path of adoptively transferred wt or *N2^ΔMy^* donor CD45.2^+^ monocytes recovered from IMQ-treated CD45.1^+^ recipients corresponding to Figure 5E.

**Figure 5—figure supplement 2.**
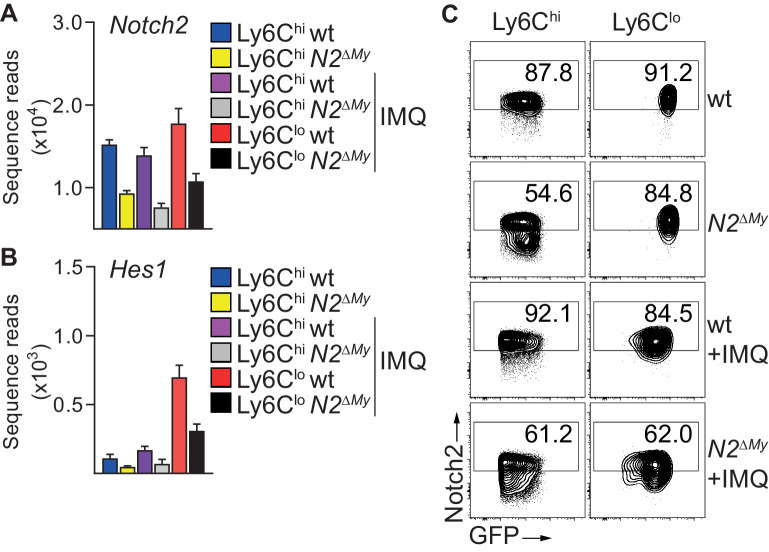
Expression of Notch2 and Notch-regulated gene in monocytes of IMQ-treated mice. (**A, B**) Bar graph showing mean + SEM of *Notch2* (**A**) or *Hes1* (**B**) sequence reads from IMQ-treated wt and *N2^ΔMy^* PB monocyte subsets. (**C**) Representative flow cytometry plots showing expression of Notch2 in monocyte subsets from Sham-, or IMQ-treated wt or *N2^ΔMy^* mice.

### Notch2 regulates monocyte cell fate decisions during inflammation

In the steady-state, Ly6C^hi^ monocytes differentiate into Ly6C^lo^ monocytes and this process is regulated by Notch2 (Gamrekelashvili et al., 2016). In order to confirm that Notch2 controls differentiation potential of Ly6C^hi^ monocytes in response to TLR stimulation, we performed adoptive transfer of CD45.2^+^ wt or *N2^ΔMy^* BM Ly6C^hi^ monocytes into IMQ-treated CD45.1^+^ congenic recipients and analyzed the fate of donor cells after 3 days (Figure 5—figure supplement 1A). Unsupervised t-SNE analysis of flow cytometry data showed an expanded spectrum of expression patterns in cells from *N2^ΔMy^* donors compared to wt controls (Figure 5—figure supplement 1B). More precisely, Ly6C^hi^ monocytes from wt mice converted preferentially to Ly6C^lo^ monocytes (Ly6C^lo^F4/80^lo/-^CD11c^+^CD43^+^MHC-II^lo/-^ phenotype) during IMQ treatment (Figure 5E and F and Figure 5—figure supplement 1C). In contrast, conversion of Notch2-deficient Ly6C^hi^ to Ly6C^lo^ monocytes was strongly impaired, but the development of donor-derived F4/80^hi^ macrophages in the spleen was strongly enhanced (Figure 5G). Furthermore, expansion of macrophages was also observed in aortas of Notch2 deficient mice in vivo after IMQ treatment (Figure 5H). Adoptive transfer studies confirmed that MF in IMQ-treated aortas originated from *N2^ΔMy^* Ly6C^hi^ monocytes (Figure 5J and K).

To evaluate Notch targeting efficiency in our system we performed flow cytometry and transcriptome analysis of transgenic monocyte subsets. In Ly6C^hi^ monocytes, the *Lyz2^Cre^*-mediated conditional deletion strategy induced a 40–50% reduction of Notch2 expression by flow cytometry and transcriptome analysis (Figure 5—figure supplement 2A and C), and a > 50% reduction of Notch target gene *Hes1*, demonstrating partial targeting and functional impairment of Notch2 in Ly6C^hi^ monocytes (Figure 5—figure supplement 2B). 

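*Notch2* (ENSMUSG00000027878.11, chromosome 3 of GRCm38, 98013527 to 98150361) was at 9298 ± 669 (SD, n = 4) normalized counts in *N2 ΔMy* and 15211 ± 1135 (SD, n = 4) in wt Ly6C hi cells after Sham treatment, a reduction of 38.9%. The log2 fold change was -0.71 (SE 0.08, limma adjusted p = 0.0408, with the replicate block 8.5e-04). After IMQ treatment it was at 7616 ± 491 and 13908 ± 955 (SD, n = 4 each), a reduction of 45.2%, with a log2 fold change of -0.87 (SE 0.09, limma adjusted p = 0.0194, with the block 2.7e-04). Within the first and the second library series, the reductions were 37.1% and 40.6% after Sham treatment and 46.3% and 44.0% after IMQ treatment. With each library left out in turn, the reduction stayed between 37.4% and 40.8% after Sham and between 43.8% and 46.9% after IMQ treatment, while the adjusted p rose to between 0.0622 and 0.283 and to between 0.031 and 0.12. Within either series alone, with 2 libraries per group, *Notch2* was not called. The values are counts over the whole gene and do not tell recombined from intact transcripts.
*Hes1* was at 48 ± 13 (SD, n = 4) normalized counts in *N2 ΔMy* and 110 ± 56.2 (SD, n = 4) in wt Ly6C hi cells after Sham treatment, a reduction of 56.4%. The log2 fold change of -1.06 (SE 0.39, limma adjusted p = 0.921, with the block 0.222) did not reach the threshold, and libraries of the genotypes overlapped (two-sided exact permutation test, p = 0.0571). After IMQ treatment *Hes1* was at 70 ± 32.1 and 170 ± 26.4 (SD, n = 4 each), a reduction of 58.8%. The log2 fold change of -1.37 (SE 0.31) was not called without the block (limma adjusted p = 0.435) and was called with it (0.0191). The libraries did not overlap (two-sided exact permutation test, p = 0.0286, the smallest possible). Within the first and the second series, the log2 fold change of *Hes1* was -0.69 and -1.43 after Sham treatment and -1.81 and -0.92 after IMQ treatment.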

At the same time, in Ly6C^lo^ monocytes at baseline there was only minor reduction of Notch2, corroborating earlier results (Gamrekelashvili et al., 2016), but more efficient reduction of Notch2 in IMQ-treated mice to levels seen in Ly6C^hi^ monocytes (Figure 5—figure supplement 2C). Furthermore, levels of Notch target gene *Hes1* were low in Ly6C^hi^ monocytes but significantly increased in Ly6C^lo^ monocytes (Figure 5—figure supplement 2B; Gamrekelashvili et al., 2016), suggesting low Notch signaling in Ly6C^hi^ monocytes but higher Notch signaling activity in Ly6C^lo^ monocytes.

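In wt mice after IMQ treatment, *Hes1* was higher in Ly6C lo than in Ly6C hi cells, by a log2 fold change of 2.04 (SE 0.15, limma adjusted p = 3.2e-06, with the replicate block 5.2e-09). It was 2.00 within the first and 2.08 within the second library series, and stayed between 1.92 and 2.12 with each library left out in turn. Every Ly6C lo library lay above every Ly6C hi library (two-sided exact permutation test, p = 0.0286). In *N2 ΔMy* mice, the log2 fold change between the subsets was 2.23 (SE 0.29, limma adjusted p = 2.7e-04, with the block 6.7e-05; 2.76 and 1.69 within the series). The genotype difference of *Hes1* in Ly6C lo cells minus that in Ly6C hi cells after IMQ treatment was 0.19 on the log2 scale (SE 0.35, limma adjusted p = 0.999). Ly6C lo cells after Sham treatment were not analysed here.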

Since Ly6C^lo^ monocyte deficiency in *Nr4a1*-deficient mice is caused by increased apoptosis (Hanna et al., 2011), we analyzed cells by AnnexinV staining. Notch2-deficiency did not significantly increase cell death in all analyzed cell populations, neither during steady state nor during inflammation (Figure 5L and M).

Together, these data confirm that Notch2 is a master regulator of Ly6C^hi^ monocyte differentiation potential, regulating a switch between Ly6C^lo^ monocyte or macrophage cell fate during inflammation. These data also demonstrate that in the context of inactive myeloid Notch2 signaling, TLR-stimulation results in systemic pro-inflammatory changes and vascular inflammation.

## Discussion

Together, our data present a spectrum of developmental cell fates of Ly6C^hi^ monocytes and their coordinated regulation by TLR and Notch signaling during inflammation. TLR and Notch signaling act independently and synergistically in promoting Ly6C^lo^ monocyte development from Ly6C^hi^ monocytes, while impairment in either signaling axis impairs Ly6C^lo^ monocyte development. On the other hand, TLR stimulation in the absence of functional Notch2 signaling promotes macrophage gene expression signatures in monocytes and development of MF in aorta and spleen, suggesting Notch2 as a master regulator of Ly6C^hi^ monocyte cell fate during systemic inflammation.

Plasticity of Ly6C^hi^ monocytes ensures adaptation to environmental signals, which trigger distinct cell developmental programs inducing context- or tissue-specific subsets of terminally differentiated phagocytes, including Ly6C^lo^ monocytes, MF or DC (Guilliams et al., 2018). In the steady-state, a subset of Ly6C^hi^ monocytes converts to Ly6C^lo^ monocytes in mice and humans, which is regulated by Notch2 and the endothelial Notch ligand Delta-like 1 (Dll1) (Gamrekelashvili et al., 2016; Patel et al., 2017; Yona et al., 2013). However, when recruited into tissues, Ly6C^hi^ monocytes can give rise to two types of monocyte-derived resident tissue macrophages (MRTM) (Chakarov et al., 2019). These Lyve1^hi^MHC-II^lo^ and Lyve1^lo^MHC-II^hi^ MRTMs differ in phenotype and function as well as spatial distribution. Our gene set enrichment analysis revealed that the signature of cells from inflamed wt mice showed highest and selective similarity to non-classical Ly6C^lo^ monocytes, while *Notch2* loss-of-function cells showed the highest similarity to the gene set of Lyve1^hi^MHC-II^lo^ MRTM, but also a more general similarity to an extended spectrum of different MF signatures, suggesting Notch2 as a gate keeper of Ly6C^lo^ monocytes vs. macrophage differentiation during inflammation. Due to the low number Ly6C^lo^ monocytes at the steady state, we were not able to compare baseline expression profiles, which is a limitation of this analysis. Lyve1^hi^MHC-II^lo^ interstitial MFs are closely associated with blood vessels across different tissues and mediate inflammatory reactions (Chakarov et al., 2019). In line with this, *Notch2* knock-out mice showed a population of FM^+^ monocytes with partial gene expression signatures of MF circulating in the blood and increased MF in the aorta, and adoptive transfer studies of Ly6C^hi^ monocytes successfully recapitulated their differentiation into aortic MF. These data also have implications for the potential developmental regulation of MRTMs by TLR and Notch2. At the same time, the Notch2-deficient population showed weaker but significant enrichment of MoDC signatures, suggesting a mixture of cell subsets representing different stages of monocyte differentiation (Menezes et al., 2016; Mildner et al., 2017) or lineage commitment (Liu et al., 2019; Yanez et al., 2017) within this cell pool, although formally we cannot exclude progenitor contamination as a confounder in our adoptive cell transfer studies.

The *Lyz2^Cre^*-mediated conditional deletion strategy induced a 40–50% reduction of Notch2 expression, and a > 50% reduction of Notch target gene *Hes1* in Ly6C^hi^ monocytes, suggesting sufficient targeting and functional impairment of Notch2. Nevertheless, partial targeting might explain the small differences seen in PCA analysis in these cells. However, in light that baseline Notch signaling activity seems to be low in Ly6C^hi^ monocytes and only significantly increases in Ly6C^lo^ monocytes (Gamrekelashvili et al., 2016), it suggests that Notch2 influences cell fate decision in Ly6C^hi^ monocytes or at the early stages of conversion to Ly6C^lo^ monocytes. Furthermore, the fact that there is only a minor reduction of Notch2 in Ly6C^lo^ monocytes at baseline, which suggests a strong selection bias against *Notch2* loss-of-function, further argues for a strict Notch2-dependence of monocyte conversion.

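Without the replicate block, the genes called between the genotypes in Ly6C hi cells were *Lyz1* and *Notch2* after both treatments and *C3ar1* after IMQ treatment. With the block, 54 genes were called after IMQ and 3 after Sham treatment. *Lyz1* was at 1880 ± 204 (SD, n = 4) normalized counts in *N2 ΔMy* and 241.2 ± 11.9 (SD, n = 4) in wt cells after Sham treatment, a log2 fold change of 2.95 (SE 0.10, limma adjusted p = 3.7e-07, with the replicate block 9.0e-07; 2.86 and 3.04 within the library series). After IMQ treatment it was at 1100 ± 508 and 126 ± 44.5 (SD, n = 4 each), a log2 fold change of 3.06 (SE 0.35, limma adjusted p = 0.0241, with the block 1.9e-07). In percent of its neighboring paralog *Lyz2*, *Lyz1* was at 0.124% in wt and 1.60% in *N2 ΔMy* cells after Sham treatment, and at 0.0867% and 1.04% after IMQ treatment. *Lyz2* itself was at 117990 ± 15178 in *N2 ΔMy* and 199906 ± 33134 in wt cells after Sham treatment (SD, n = 4 each), a log2 fold change of -0.75 (SE 0.17, limma adjusted p = 0.879, with the block 0.0315) with no overlap of the libraries (two-sided exact permutation test, p = 0.0286). After IMQ treatment it was at 101089 ± 26087 and 142842 ± 31704 (SD, n = 4 each), a log2 fold change of -0.51 (limma adjusted p = 0.823, with the block 0.105). *C3ar1* (ENSMUSG00000040552.8, chromosome 6 of GRCm38, 122847138 to 122856161) was at 246.8 ± 53.9 in *N2 ΔMy* and 66.75 ± 12.3 in wt cells after IMQ treatment (SD, n = 4 each), a log2 fold change of 1.86 (SE 0.21, limma adjusted p = 0.0241, with the block 7.4e-04; 1.63 and 2.09 within the series). The interaction of genotype and treatment over the 16 Ly6C hi libraries called 0 genes with and without the block. An unadjusted p under 0.05 was reached by 177 genes, fewer than the share of 0.05 of the 11230 genes tested that would pass without any difference.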

In the case of *Nr4a1* loss-of-function, the reduced numbers of Ly6C^lo^ monocytes are due to increased apoptosis (Hanna et al., 2011). Although we did not find evidence for increased apoptosis due to Notch2-deficiency, our data do not exclude the possibility that regulation of cell survival by Notch2 contributes to the observed phenotype. In fact, two lines of the evidence suggest that regulation of cell survival might act synergistically to cell fate choices: first, in absolute numbers, there is no compensation by alternative cell fates for the number of lacking Ly6C^lo^ monocytes in the blood or spleen of *N2^ΔMy^* mice; second, expression of *Bcl2*, a strong regulator of cell survival, is downregulated in IMQ-treated *N2^ΔMy^* Ly6C^lo^ cells as compared to controls.

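*Bcl2* (ENSMUSG00000057329.7, chromosome 1 of GRCm38, 106538178 to 106714274) was at 1266 ± 143 (SD, n = 4) normalized counts in *N2 ΔMy* and 2909 ± 260 (SD, n = 4) in wt Ly6C lo cells after IMQ treatment. The log2 fold change was -1.20 (SE 0.11, limma adjusted p = 1.6e-04, with the replicate block 4.0e-06), and -1.29 and -1.12 within the library series. It stayed between -1.28 and -1.15 with each library left out in turn, and every *N2 ΔMy* library lay below every wt library (two-sided exact permutation test, p = 0.0286). In Ly6C hi cells after IMQ treatment *Bcl2* was at 92.75 ± 40.2 and 250.5 ± 69.9 (SD, n = 4 each), a log2 fold change of -1.51 that was not called without the block (limma adjusted p = 0.488) and was called with it (0.00325). After Sham treatment it was at 106.5 ± 24.7 and 178.5 ± 5.74 (SD, n = 4 each), a log2 fold change of -0.77 that was not called either way (limma adjusted p = 0.879, with the block 0.228). In wt mice, *Bcl2* was higher in Ly6C lo than in Ly6C hi cells after IMQ treatment by a log2 fold change of 3.57 (limma adjusted p = 4.9e-07). The annotation places RP23-395G18.1 within *Bcl2* on the same strand, so reads of the 2 genes could be shared.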

While our current data clearly demonstrate that *Notch2* loss-of-function promotes macrophage gene expression profiles in monocytes and macrophage development from Ly6C^hi^ monocytes during TLR stimulation, we have previously shown that Dll1-Notch signaling promotes maturation of anti-inflammatory macrophages from Ly6C^hi^ monocytes in ischemic muscle (Krishnasamy et al., 2017). Furthermore, Dll4-Notch signaling initiated in the liver niche was recently shown to promote Kupffer cell development after injury (Bonnardel et al., 2019; Sakai et al., 2019) or to promote pro-inflammatory macrophage development (Xu et al., 2012). This suggests that the role of Notch is ligand-, cell- and context-specific, which emphasizes the differential effects of specific ligand-receptor combinations (Benedito et al., 2009). Our data demonstrate that Notch2 is a master regulator of Ly6C^hi^ monocyte cell fate during inflammation, which contributes to the nature of the inflammatory response.

Lastly, our data also reveal a potentially important function of myeloid Notch2 for regulation of systemic and vascular inflammation with implications for autoimmune disease. When wt mice are challenged with TLR stimulation they show predominant conversion of Ly6C^hi^ monocytes into Ly6C^lo^ monocytes with blood vessel patrolling and repairing function (Carlin et al., 2013) and IL-10 secretion. In contrast, *Notch2* knock-out mice show predominant and ectopic differentiation of Ly6C^hi^ monocytes into FM^+^ monocytes and macrophages, which appear in the bloodstream and the spleen and infiltrate major blood vessels, such as the aorta, along with aberrant cytokine profiles. In addition, absence of functional Notch2 promoted a core macrophage signature and strong upregulation of canonical pathways involved in autoimmune disease. Since TLR7 has been implicated in the development of autoimmune disease (Santiago-Raber et al., 2011; Santiago-Raber et al., 2010), our data suggest Notch2 as an important modulator of this process by regulating cell differentiation and systemic inflammation. However, the relevance and possible disease context requires further studies.

## Materials and methods

### Mice

B6.129P-*Cx3cr1^tm1Litt^*/J (*Cx3cr1^GFP/+^*) mice (Jung et al., 2000), B6.129P2-*Lyz2^tm1(cre)Ifo ^(Lyz2^Cre^*) mice (Clausen et al., 1999), B6.129-*Notch2^tm1Frad^*/J (*Notch2^lox/lox^*) mice (Besseyrias et al., 2007), B6.129-*Lyz2^tm1(cre)Ifo^Notch2^tm1Frad^Cx3cr1^tm1Litt^* (*N2^ΔMy^*) (Gamrekelashvili et al., 2016 have been previously described. B6.SJL*-Ptprc^a^Pepc^b^/*BoyJ (CD45.1^+^) mice were from central animal facility of Hannover Medical School (ZTL, MHH). B6.129P2-*Myd88^tm1Hlz^*/J (*Myd88^-/-^*) (Gais et al., 2012) and *Myd88^+/+^* littermate control (wt) mice were kindly provided by Dr. Matthias Lochner. Mice were housed under specific pathogen-free conditions in the animal facility of Hannover Medical School.

### Tissue and cell preparation

For single cell suspension mice were sacrificed and spleen, bone marrow, blood and aortas were collected. Erythrocytes were removed by red blood cell lysis buffer (BioLegend) or by density gradient centrifugation using Histopaque 1083 (Sigma-Aldrich). Aortas were digested in DMEM medium supplemented with 500 U/ml Collagenase II (Worthington). After extensive washing, cells were resuspended in PBS containing 10%FCS and 2 mM EDTA kept on ice, stained and used for flow cytometry or for sorting.

### Flow cytometry and cell sorting

Non-specific binding of antibodies to Fc-receptors was blocked with anti-mouse CD16/CD32 (TruStain fcX from BioLegend) in single-cell suspensions prepared from Spl, PB or BM. After subsequent washing step, cells were labeled with primary and secondary antibodies or streptavidin-fluorochrome conjugates and were used for flow cytometry analysis (LSR-II, BD Biosciences) or sorting (FACSAria; BD Biosciences or MoFlo XDP; Beckman Coulter).

For apoptosis assay, single-cell suspensions were stained with primary and secondary antibodies, washed, re-suspended in AnnexinV binding buffer (Biolegend) and transferred into tubes. Cells were stained with AnnexinV (AnnV) and propidium iodide (PI) at room temperature for 20 min and were immediately analyzed by flow cytometry. Antibodies and fluorochromes used for flow cytometry are described in Supplementary file 6. Flow cytometry data were analyzed using FlowJo software (FlowJo LLC). Initially cells were identified based on FSC and SSC characteristics. After exclusion of doublets (on the basis of SSC-W, SSC-A), relative frequency of each subpopulation from live cell gate, or absolute number of each subset (calculated from live cell gate and normalized per Spl, per mg Spl, mg BM, mg aorta or µl PB) were determined and are shown in the graphs as mean ± SEM, unless otherwise stated. Unsupervised t-distributed stochastic neighbor embedding (t-SNE) analysis (van der Maaten and Hinton, 2008) was performed on live CD45^+^Lin^-^GFP^+^CD11b^+^ population in concatenated samples using FlowJo.

### Cytokine multiplex bead-based assay

Sera were collected from control or Aldara treated mice and kept frozen at −80°C. Concentration of IFN-γ, CXCL1, TNF-α, CCL2, IL-12(p70), CCL5, IL-1β, CXCL10, GM-CSF, IL-10, IFN-β, IFN-α, IL-6, IL-1α, IL-23, CCL3, IL-17A were measured with LEGENDplex multi-analyte flow assay kits (BioLegend) according to manufacturer’s protocol on LSR-II flow cytometer. Data were processed and analyzed with LEGENDplex data analysis software (BioLegend).

### RNA isolation, library construction, sequencing and analysis

Peripheral blood monocyte subpopulations were sorted from Aldara treated mice or untreated controls (Figure 5—figure supplement 1A) and RNA was isolated using RNeasy micro kit (Qiagen). Libraries were constructed from total RNA with the ‘SMARTer Stranded Total RNA-Seq Kit v2 – Pico Input Mammalian’ (Takara/Clontech) according to manufacturer’s recommendations, barcoded by dual indexing approach and amplified with 11 cycles of PCR. Fragment length distribution was monitored using ‘Bioanalyzer High Sensitivity DNA Assay’ (Agilent Technologies) and quantified by ‘Qubit dsDNA HS Assay Kit’ (ThermoFisher Scientific). Equal molar amounts of libraries were pooled, denatured with NaOH, diluted to 1.5pM (according to the Denature and Dilute Libraries Guide (Illumina)) and loaded on an Illumina NextSeq 550 sequencer for sequencing using a High Output Flowcell for 75 bp single reads (Illumina). Obtained BCL files were converted to FASTQ files with bcl2fastq Conversion Software version v2.20.0.422 (Illumina). Pre-processing of FASTQ inputs, alignment of the reads and quality control was conducted by nfcore/rnaseq (version 1.5dev) analysis pipeline (The National Genomics Infrastructure, SciLifeLab Stockholm, Sweden) using Nextflow tool. The genome reference and annotation data were taken from GENCODE.org (GRCm38.p6 release M17). Data were normalized with DESeq2 (Galaxy Tool Version 2.11.39) with default settings and output counts were used for further analysis with Qlucore Omics explorer (Sweden). Data were log_2_ transformed, 1.1 was used as a threshold and low expression genes (<50 reads in all samples) were removed from the analysis. Hierarchical clustering (HC) or principal component analysis (PCA) was performed on 600 differential expressed genes (DEGs) after variance filtering (filtering threshold 0.295) selected by ANOVA with the Benjamini-Hochberg (B-H) correction (p<0.01, FDR ≤ 0.01). For two group comparisons Student’s *t*-test with B-H correction was used and 373 DEGs ((Variance filtering 0.117,–0.6≥Δlog_2_ ≥0.6 (p<0.01, FDR ≤ 0.05)) were selected for further IPA or GSEA analysis.

Ingenuity pathway analysis (IPA) was performed on 373 DEGs using IPA software (Qiagen) with default parameters. Top 20 canonical pathways and top five immunological diseases enriched in DEGs were selected for display.

Gene set enrichment analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005) was performed on 373 DEGs using GSEA software (Broad institute) and C5 GO biological process gene sets (Liberzon et al., 2015) from MsigDB with 1000 gene set permutations for computing p-values and FDR.

BubbleGUM software, an extension of GSEA (Spinelli et al., 2015; Vu Manh et al., 2015), GSEA software (Broad Institute) and published transcriptomic signatures (Chakarov et al., 2019; Gautier et al., 2012; Schlitzer et al., 2015; Vu Manh et al., 2015) were used to assess and visualize the enrichment of obtained gene sets for myeloid populations and define the nature of the cells from which the transcriptomes were generated.

### In vitro conversion studies

96-well flat bottom plates were coated at room temperature for 3 hr with IgG-Fc or DLL1-Fc ligands (all from R and D) reconstituted in PBS. Sorted BM Ly6C^hi^ monocytes were cultured in coated plates and were stimulated with Resiquimod (R848, 0.2 µg ml^−1^, Cayman Chemicals) or LPS (0.2 µg ml^−1^, *E. coli* O55:B5 Sigma-Aldrich) in the presence of M-CSF (10 ng ml^−1^, Peprotech) at 37°C for 24 hr. One day after culture, cells were harvested, stained and subjected to flow cytometry. Relative frequency (from total live CD11b^+^GFP^+^ cells) or absolute numbers of Ly6C^lo^ monocyte-like cells (CD11b^+^GFP^+^Ly6C^lo/-^CD11c^lo^MHC-II^lo/-^CD43^+^) recovered from each well served as an indicator of conversion efficiency and is shown in the graphs. Alternatively, cultured cells were harvested and isolated RNA was used for gene expression analysis.

### Induction of acute systemic inflammation using IMQ

Mice were anesthetized and back skin was shaved and depilated using depilating crème. Two days after 50 mg/mouse/day Aldara (containing 5% Imiquimod, from Meda) or Sham crème were applied on depilated skin and right ear (where indicated) for 4–5 consecutive days (El Malki et al., 2013; van der Fits et al., 2009). Mouse weight and ear thickness were monitored daily. Mice were euthanized on the indicated time points after start of treatment (day 0, 5, 7 and 12) PB, Spl, BM and aortas were collected for further analysis.

### Adoptive cell transfer experiments

Lin^-^CD11b^+^Ly6C^hi^GFP^+^ monocytes were sorted from BM of CD45.2^+^ donors and injected into CD45.1^+^ recipients intravenously (i.v.). In separate experiment wt or *Myd88^-/-^* LinCD45.2^+^CD11b^+^Ly6C^hi^CX_3_CR1^+^ monocytes were used as a donor for transfer. 30 min later PBS or R848 (37.5 µg per mouse) were injected in recipient mice. Two days after transfer Spl, PB and BM were collected and single cell suspension was prepared. After blocking of Fc receptors (anti-mouse CD16/CD32, TruStain fcX from BioLegend), cells were labeled with biotin-conjugated antibody cocktail containing anti-CD45.1 and anti-Lin (anti-CD3, CD19, B220, NK1.1, Ly6G, Ter119) antibodies, anti-biotin magnetic beads and enriched on LS columns (Miltenyi Biotec) according to manufacturer’s instructions. CD45.1^neg^Lin^neg^ fraction was collected, stained and analyzed by flow cytometry. Ly6C^lo^ monocytes (CD45.2^+^CD11b^+^GFP^+^Ly6C^lo/-^F4/80^lo^CD11c^lo^CD43^hi^ cells) and macrophages (CD45.2^+^CD11b^+^GFP^+^Ly6C^lo/-^F4/80^hi^CD115^+^ cells) were quantified in Spl, BM and PB as relative frequency of total donor derived CD45.2^+^CD11b^+^GFP^+^ cells. Adoptive transfer experiments in IMQ-treated mice were performed using wt or *N2^ΔMy^* Lin^-^CD45.2^+^CD11b^+^Ly6C^hi^GFP^+^ donor monocytes and Spl, PB and aortas of recipients were analyzed 3 days after transfer.

### Quantitative real-time PCR analysis

Total RNA was purified from cell lysates using Nucleospin RNA II kit (Macherey Nagel). After purity and quality check, RNA was transcribed into cDNA employing cDNA synthesis kit (Invitrogen) according to manufacturer’s instructions. Quantitative real-time PCR was performed using specific primers for *Nr4a1*: forward, 5’-AGCTTGGGTGTTGATGTTCC-3’, reverse, 5’-AATGCGATTCTGCAGCTCTT-3’ and *Pou2f2:* forward, 5’-TGCACATGGAGAAGGAAGTG-3’, reverse, 5’-AGCTTGGGACAATGGTAAGG-3’ and FastStart Essential DNA Green Master on a LightCycler 96 system from Roche according to manufacturer’s instructions. Expression of each specific gene was normalized to expression of *Rps9* and calculated by the comparative CT (2^-ΔΔCT^) method (Schmittgen and Livak, 2008).

### Statistical analysis

Results are expressed as mean ± standard error of mean (SEM). N numbers are biological replicates of experiments performed at least three times unless otherwise indicated. Significance of differences was calculated using unpaired, two-tailed Student’s *t-*test with confidence interval of 95%. For comparison of multiple experimental groups one-way or two-way ANOVA and Bonferroni’s multiple-comparison test was performed.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Data from RNA sequencing have been deposited to NCBI's Gene Expression Omnibus and are available under the accession number GSE147492. The following dataset was generated: GamrekelashviliJLimbourgFP2020Notch and TLR signaling coordinate monocyte cell fate and inflammationNCBI Gene Expression OmnibusGSE14749210.7554/eLife.57007PMC741366932723480

# Supplementary material for: Notch and TLR signaling coordinate monocyte cell fate and inflammation
**Source:** eLife. 2020 Jul 29;9:e57007. doi: 10.7554/eLife.57007
**Supplement:** Supplementary file 1. — Lin: CD3, CD45R/B220, CD19, NK1.1, Ly6G, Ter119.

| **Population** | **Phenotype** |
| --- | --- |
| Ly6Chi | CD45+Lin-CD117-CD11b+CX3CR1+Ly6ChiF4/80lo/-CD11c-MHC-IIlo/-CD43- |
| Ly6Clo | CD45+Lin-CD117-CD11b+CX3CR1+Ly6Clo/-F4/80lo/-CD11cloMHC-IIlo/-CD43+ |
| MHC-II+ cells (Ly6Clo) | CD45+Lin-CD117-CD11b+CX3CR1+Ly6Clo/-F4/80lo/-CD11c-MHC-II+CD43- |
| MF | CD45+Lin-CD117-CD11b+CX3CR1+Ly6Clo/-F4/80hiCD115+ |
| DC | CD45+Lin-CD117-CD11b+CX3CR1+Ly6Clo/-F4/80lo/-CD11c+MHC-II+CD43- |
| GC | CD45+Lin+CD11b+CX3CR1-Ly6CloF4/80-CD11c-MHC-II- |

# Supplementary material for: Notch and TLR signaling coordinate monocyte cell fate and inflammation
**Source:** eLife. 2020 Jul 29;9:e57007. doi: 10.7554/eLife.57007
**Supplement:** Supplementary file 2.

| Diseases or Functions Annotation | *P*-value | B-H *P*-value | Activation z-score | Bias-corrected z-score | # Molecules |
| --- | --- | --- | --- | --- | --- |
| Systemic autoimmune syndrome | 4,36E-17 | 1,11E-13 | 1,214 | 1,176 | 40 |
| Insulin-dependent  diabetes mellitus | 7,71E-15 | 4,93E-12 | 0,820 | 0,679 | 32 |
| Rheumatoid arthritis | 8,53E-10 | 1,05E-07 |  |  | 15 |
| Experimental autoimmune encephalomyelitis | 3,60E-08 | 2,83E-06 | 2,244 | 2,009 | 26 |
| Abnormal morphology of immune system | 1,43E-07 | 8,70E-06 |  |  | 24 |

# Supplementary material for: Notch and TLR signaling coordinate monocyte cell fate and inflammation
**Source:** eLife. 2020 Jul 29;9:e57007. doi: 10.7554/eLife.57007
**Supplement:** Supplementary file 3.

| **GO term of biological process from MSigDB** | **SIZE** | **ES** | **NES** | **NOM *P*-val** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| GO VESICLE MEDIATED TRANSPORT | 38 | 0.582 | 2.148 | 0.00000 | 0.00206 |
| GO DEFENSE RESPONSE | 43 | 0.568 | 2.115 | 0.00000 | 0.00209 |
| GO INFLAMMATORY RESPONSE | 26 | 0.587 | 2.008 | 0.00000 | 0.01516 |
| GO RESPONSE TO BACTERIUM | 20 | 0.613 | 2.002 | 0.00000 | 0.01242 |
| GO ENDOCYTOSIS | 23 | 0.579 | 1.961 | 0.00111 | 0.01822 |
| GO RESPONSE TO MOLECULE OF BACTERIAL  ORIGIN | 17 | 0.618 | 1.961 | 0.00228 | 0.01518 |
| GO ION HOMEOSTASIS | 16 | 0.636 | 1.958 | 0.00234 | 0.01316 |
| GO CHEMICAL HOMEOSTASIS | 22 | 0.575 | 1.943 | 0.00000 | 0.01321 |
| GO CELLULAR RESPONSE TO CYTOKINE  STIMULUS | 18 | 0.616 | 1.929 | 0.00114 | 0.01540 |
| GO RESPONSE TO LIPID | 23 | 0.551 | 1.857 | 0.00554 | 0.03973 |
| GO RESPONSE TO CYTOKINE | 22 | 0.558 | 1.857 | 0.00112 | 0.03621 |
| GO LEUKOCYTE MIGRATION | 16 | 0.602 | 1.852 | 0.00471 | 0.03536 |
| GO SECRETION BY CELL | 15 | 0.608 | 1.846 | 0.00240 | 0.03533 |
| GO RESPONSE TO BIOTIC STIMULUS | 25 | 0.538 | 1.828 | 0.00216 | 0.04046 |
| GO REGULATION OF PROTEOLYSIS | 17 | 0.580 | 1.818 | 0.00349 | 0.04204 |
| GO REGULATION OF HYDROLASE ACTIVITY | 35 | 0.486 | 1.803 | 0.00106 | 0.04568 |
| GO CELLULAR CHEMICAL HOMEOSTASIS | 18 | 0.567 | 1.784 | 0.00335 | 0.05165 |
| GO REGULATION OF CYTOKINE PRODUCTION | 22 | 0.536 | 1.782 | 0.00444 | 0.04965 |
| GO POSITIVE REGULATION OF HYDROLASE  ACTIVITY | 27 | 0.502 | 1.770 | 0.00532 | 0.05330 |

# Supplementary material for: Notch and TLR signaling coordinate monocyte cell fate and inflammation
**Source:** eLife. 2020 Jul 29;9:e57007. doi: 10.7554/eLife.57007
**Supplement:** Supplementary file 6.

| **Antibody/Dye** | **Clone** | **Company** |
| --- | --- | --- |
| CD3 | 17A2 | BioLegend |
| Ter119 | Ter119 | BioLegend |
| CD45R/B220 | RA3-6B2 | BioLegend |
| Ly6G | 1A8 | BioLegend |
| CD19 | 6D5 | BioLegend |
| NK1.1 | PK136 | BioLegend |
| CD117 | 2B8 | BioLegend |
| CD115 | AFS98 | BioLegend |
| CD11b | M1/70 | BioLegend |
| Ly6C | HK1.4 | BioLegend |
| F4/80 | BM8 | BioLegend |
| CD11c | N418 | BioLegend |
| I-A/I-E | M5/114.15.2 | BioLegend |
| CD64 | X54-5/7.1 | BioLegend |
| CD45 | 30-F11 | BioLegend |
| CD45.1 | A20 | BioLegend |
| CD45.2 | 104 | BioLegend |
| CX3CR1 | SA011F11 | BioLegend |
| MerTK | DS5MMER | eBioscience |
| CD43 | S7 | BD Pharmingen |
| Streptavidin-PE-Dazzled594 |  | BioLegend |
| AnnexinV-APC |  | BioLegend |
| 7AAD |  | BioLegend |
| Propidium Iodide |  | Sigma |

How the deposited data were processed for this re-analysis (not part of the article)

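RNA-sequencing libraries of Ly6C hi and Ly6C lo cells sorted from PB of wt and *N2 ΔMy* mice were analysed, in 6 groups of 4 libraries: Ly6C hi cells of each genotype after Sham or IMQ treatment and Ly6C lo cells of each genotype after IMQ treatment. The samples were grouped by the genotype, cell subset, treatment and replicate number in their labels. The labels and the results text call the controls Sham-treated, and they were grouped under that name, while the methods on RNA isolation call them untreated and the legend of Figure 4—figure supplement 1A naive. The authors aligned the reads to GRCm38, counted them on genes of the GENCODE annotation with the nf-core/rnaseq pipeline and normalized the counts with DESeq2. The deposited table holds for each gene and library a score, which is the normalized count rounded to a whole number, and for each gene the mean score over the 24 libraries. It lists 53715 genes, of which 25137 are at 0 in every library.

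The unit of the table was checked on its values. All values are whole numbers, and median-of-ratios factors recomputed from the table lay between 1.0093 and 1.0112, so the libraries had already been scaled to each other. The deposited mean was within 2% of the mean of the 24 libraries for 12411 of the 12416 genes with a mean of at least 10. At most 1.57% of the genes had the same value in 2 libraries. The values are therefore not raw counts, and count models were not used. The branch of the plan for whole-number counts, fitted with edgeR, did not apply, and the branch for normalized values, fitted with limma, was used.

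The depth of a library was inferred from which whole numbers occur among its rounded values, since counts divided by a size factor skip or double certain whole numbers. The inference was tested on simulated data with 8 libraries of known scale and gave an error of 0%. Inferred reads lay between 9523728 and 19754712 per library. Values were compared as log2(value + 1), and the precision is given as the SD over 4 libraries, since binomial intervals need raw counts. At a pseudocount of 1, values near 0 are compressed, and folds against groups listed at 0 in all 4 libraries were not given. The log2 fold change of *Siglec1* within the second library series is given, although both of its wt libraries there were at 0.

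Comparisons used limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a trend, on the 8 libraries of the 2 groups compared, on the 16 libraries of an interaction or on all 24 libraries for the F-test over the 6 groups. Genes with a value of at least 50 in at least 1 of the 24 libraries were tested, which left 11230 genes. DEGs were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.6, and in the F-test at an adjusted p of at most 0.01. With the replicate block, the replicate number was added to the model, because libraries with the same number deviated from their group means together. For single genes, two-sided exact permutation tests over the 70 splits of 8 libraries into 4 and 4 were used, whose smallest p is 0.0286. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

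The pipeline was tested on simulated data with 11230 genes, of which 200 were changed. The test of 2 groups of 4 libraries recovered 200 of them with 5 unchanged genes called, with and without the block. The F-test recovered 200 with 0 others called. The interaction recovered 192 (96%) with 7 others called. With no gene changed, 0 genes were called. The block left the simulated counts for 2 groups unchanged. Between the genotypes in the real Ly6C lo cells, it raised the calls from 537 to 939. The simulated counts thus give no sign of the deviations that same-numbered libraries share in the real data. They therefore do not test the block, and give no error rate or power for libraries with such deviations.

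Principal components were computed on the 600 genes with the smallest p in the F-test, with unit variance per gene, and distances between centroids over the first 3 components. The enrichment score of the Lyve1 hi MF set was weighted by the difference of the group means of log2 values, over the genes of the paper's list for Ly6C lo cells, with 1000 random gene sets of the same size. The weight of wt Ly6C hi cells in *N2 ΔMy* Ly6C lo cells was fitted by least squares on normalized linear values, over the 200 genes with the largest log2 fold change in wt Ly6C hi over wt Ly6C lo cells among those with an adjusted p of at most 0.05 and a mean of at least 100. For the thinning of *N2 ΔMy* Ly6C lo libraries, counts were recovered from the values and the inferred scale and drawn binomially, in 20 draws, down to the inferred reads of the wt library of the same number. Gene positions are those of the deposited table. GC content was computed from the longest transcript of each gene in a GENCODE release other than the one used by the authors, matched by gene identifier.

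Results were recomputed under alternatives, not all of which were run for every result: TMM scaling of the values, no filter on low values or a filter of at least 50 in at least 4 libraries, limma without the trend, the replicate block, the library series as a covariate, a pseudocount of 0.1, values under 1.1 set to 1.1, all 24 libraries in one fit, the steps of the paper's methods, each library or replicate number left out in turn, and each library series alone. For other splits of the libraries, all 35 splits of 8 libraries into 4 and 4 were fitted, and 100 draws were made for the F-test and the interactions.

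The genes named are those the paper names for these data, the complement genes among its DEGs, and in the Ly6C lo comparison the 5 genes with the largest rise and the 5 with the largest fall among those called whose libraries did not overlap between the groups. The same rule with 3 and 3 genes was used in each other comparison of 2 groups. Not every gene that falls under these rules is reported here. *Lyz2*, *Cd5l*, *Spic* and the marker genes of other cells were named in addition, and *Lyz2* was chosen after the values of *Lyz1* were seen. Flow cytometry, cytokine and adoptive transfer data, the gene ontology and pathway enrichments and the other cell fingerprints were not analysed here.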

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

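The tests for remaining Ly6C hi monocytes, sex, depth (apart from the thinning of libraries), RNA from other blood cells and library series (apart from the genes chosen in 1 series) in the comparison of *N2 ΔMy* with wt Ly6C lo cells were chosen in advance, and all other tests in this part were chosen only after the result was seen.

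In 4 of 86 groups of 4 libraries, 1 library lay far from the other 3, past Dixon's critical value for its share of the range of the group. About 5% of groups would do so by chance. The values were 187 normalized counts for *Bcl2* in replicate 2 of wt Ly6C hi cells after Sham treatment, 145 for *Gas7* and 550 for *C4b* in replicate 3 of wt Ly6C lo cells and 29 for *Siglec1* in replicate 2 of wt Ly6C lo cells. The *Bcl2* value differs little from the other 3 (175 to 177). With each library left out in turn, the log2 fold change between *N2 ΔMy* and wt Ly6C lo cells stayed between 5.01 and 5.59 for *Gas7*, between 2.18 and 2.82 for *C4b* and between 4.75 and 6.38 for *Siglec1*. The number of distant libraries is about what chance gives, and no biological explanation was tested.

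The genotype difference itself differed between Ly6C lo and Ly6C hi cells after IMQ treatment for 116 genes. Among the genes named, the difference of the log2 fold changes (Ly6C lo minus Ly6C hi) was 5.51 for *Siglec1*, 4.84 for *Gas7*, 3.66 for *C1qb*, 3.64 for *Mertk*, 3.39 for *Tmem119*, 3.36 for *Vcan*, 3.29 for *F13a1*, 3.13 for *Mrc1*, 3.04 for *C1qc*, 2.71 for *Lyz1*, 2.44 for *Lpl*, 1.70 for *Maf*, 1.06 for *Clec7a* and -1.20 for *Itgb3*. It was 4.89 for *C1qa*, 1.80 for *C4b* and 0.89 for *S100a6*. These did not pass (limma adjusted p = 0.0706, 0.0792 and 0.314), while each passed with the replicate block. In 100 draws of other groupings that included the real one, 10 gave at least as many genes, with up to 801. In all 10 of these the Ly6C lo libraries had their real grouping, the 7 with another grouping of the Ly6C hi libraries gave between 139 and 425 genes, and the 2 with the labels of 1 subset reversed gave 801. The count therefore depends on both groupings, and such draws do not test the real grouping of the Ly6C hi libraries.

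Technical explanations were tested for the difference between *N2 ΔMy* and wt Ly6C lo cells, which is part of the interaction. The 4 Y-linked genes reached at most 4 normalized counts in any library, so no library shows male cells. Inferred reads of 2 of the 4 *N2 ΔMy* Ly6C lo libraries lay within the range of the wt Ly6C lo libraries, but each of the 4 held more reads than the wt library of the same number. With each *N2 ΔMy* library thinned to the reads of that wt library, between 525 and 533 of the 537 genes were still called in the same direction over 20 draws. The summed marker genes of 5 other blood cell types did not separate them (smallest two-sided exact permutation p = 0.286). All 537 genes called had the same direction in both library series, which their choice over both series favors. Of the genes called within the first series alone, 96.3% had the same direction in the second, and of those called within the second, 99.4% in the first (66.9% and 68% of the genes not called). The median log2 fold change of a decile of genes by GC content was at most 0.0567 from 0, and by exonic length at most 0.0604, against a median absolute log2 fold change of 1.07 in the genes called. A correction for such small shifts could move few calls. After that for GC content 503 of the 537 genes were still called, and after that for exonic length 509. Near *Notch2*, within 5 Mb, 6 of 103 genes tested were called (5.83% against 4.77% elsewhere, Fisher's exact test, p = 0.638), which gives no sign of a stretch from another strain. Of the 8 splits of the 8 libraries that part the same-numbered pairs as the real one does, 1, the real split, gave as many genes, and the others gave 0. With 8 splits the share cannot fall under 0.05. The split by library series gave 604 genes, but it parts no same-numbered pairs and holds both genotypes equally. Remaining Ly6C hi monocytes in the Ly6C lo gate of *N2 ΔMy* mice could not be ruled out as a part of the difference. Of 8 macrophage marker genes, 5 were above every library of the other IMQ groups in every *N2 ΔMy* Ly6C lo library, which no mixture of the wt subsets gives, and 3 were not. These 3 departed from the fitted mixture as well, with *Siglec1* at a mean of 133.2 (51 in the mixture) and *Mrc1* at 89.25 (20.8) above it and *Spic* at 136.5 (326) below it, and *Spic* was at 425 in wt Ly6C lo cells. Wt Ly6C hi monocytes were then added in silico to the wt Ly6C lo libraries at a weight of 24.0%, more than *F13a1*, *Vcan* and *Ly6c2* allow. With this addition, 228 of the 537 genes were also called, 223 of them in the same direction and 5 in the opposite one. The difference may thus hold both a part given by remaining or unconverted Ly6C hi cells and a part that such cells do not give.

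Between IMQ and Sham treatment, 1066 genes were called in wt and 977 in *N2 ΔMy* Ly6C hi cells. The paper does not report the genes of these comparisons. All 1066 and all 977 had the same direction in both library series, which their choice over both series favors. Of the genes called within 1 series alone, 98% (first) and 98.5% (second) in wt and 97.6% and 95.4% in *N2 ΔMy* cells had the same direction in the other. In each genotype, inferred reads of 4 of the 4 IMQ libraries lay within the range of the Sham libraries. Over both series, library depth thus did not separate the treatments. Within the second series, every IMQ library held more reads than every Sham library in both genotypes, so depth remains open there. Within the first, both IMQ libraries held fewer reads than the Sham libraries in wt and lay within their range in *N2 ΔMy* cells. In each genotype 1 of the 8 splits that part the same-numbered pairs, the real one, gave as many genes, which is as few as the design allows, and the split by library series gave 457 in wt and 509 in *N2 ΔMy* cells. The genes with the largest rise by the rule, *S100a9*, *Wfdc21* and *Lrg1*, are also genes of neutrophils. The highest value of *Ly6g* in the 8 Ly6C hi IMQ libraries was 0, which gives no sign of neutrophil RNA, but *Elane* rose from at most 3 in the Sham libraries to between 8 and 28, and *Ngp* reached 8. The rise of these genes therefore cannot be told apart from RNA of neutrophils or their precursors. After correction for GC content 95.4% of the genes called in wt and 94.9% of those called in *N2 ΔMy* cells were still called, and after correction for exonic length 91.4% and 91.3%, with decile medians of at most 0.0952 (GC content) and 0.19 (exonic length) from 0.

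*Lyz1* was higher in *N2 ΔMy* cells in each subset, with a log2 fold change of 2.95 in Ly6C hi cells after Sham treatment, where the paper reports on *Notch2* and *Hes1*. Reads of *Lyz2* assigned to *Lyz1* would leave *Lyz1* at the same percent of *Lyz2* in both genotypes. It was at 1.04% or more in each *N2 ΔMy* group and at 0.124% or less in each wt group, while *Lyz2*, by which it is divided, changed less. *Lyz2* was 41.0% lower in *N2 ΔMy* Ly6C hi cells after Sham treatment, with no overlap of the libraries, and 29.2% lower after IMQ treatment, but 26.1% higher in *N2 ΔMy* Ly6C lo cells. It was called in none of the 3 comparisons without the replicate block, and with the block it was called in Ly6C hi cells after Sham treatment. The changes of *Lyz2* were not tested further. A wider stretch of another strain around *Lyz2* would be expected to change other genes. Of the 37 genes tested within 5 Mb, 0 other than *Lyz1* were called in any of the 3 comparisons without the block. Elsewhere, 4.79% of genes were called in Ly6C lo cells and at most 0.0179% in Ly6C hi cells. With so few calls among all genes, this count cannot decide whether there is such a stretch. A sequence variant within *Lyz1* itself was not tested. *Lyz1* lies next to *Lyz2*, which carries Cre in *N2 ΔMy* mice, so an effect of the Cre insertion on its neighbor may explain the rise as well as the loss of *Notch2* could, and the 2 come together in every *N2 ΔMy* mouse and cannot be separated.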

How the results depend on the processing

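The alternatives were chosen before the data were examined, except the counts of DEGs within each library series, which were added after the data were seen. Why a count or value moved under an alternative was not tested.

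The number of DEGs between *N2 ΔMy* and wt Ly6C lo cells (537) stayed within 1.5 times under TMM scaling, both filters, both other treatments of low values, limma without the trend, all 24 libraries in one fit, within the first library series (620) and with each library left out in turn (358 to 560). It was 939 with the replicate block, 830 with the series as a covariate, 297 with the paper's steps and 180 within the second series. In Ly6C hi cells after IMQ treatment (3), 54 genes were called with the block, 29 with the series covariate, 15 with all 24 libraries in one fit, 1 within the second series, 0 with limma without the trend and between 0 and 4 with each library left out. Beside the 0, 679 genes had an unadjusted p under 0.05 in the comparison with the trend, not far above a share of 0.05 of the genes tested. After Sham treatment (2), 1 gene was called with limma without the trend, 1 with values under 1.1 set to 1.1, 1 within the first and 1 within the second series, and 1 to 2 with each library left out.

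Between IMQ and Sham treatment in wt Ly6C hi cells, 592 genes were called within the second series. All other alternatives for this comparison, and all for the same comparison in *N2 ΔMy* cells and for the comparisons of Ly6C lo with Ly6C hi cells, stayed within 1.5 times of the count. Over the 6 groups, the paper's steps gave 583 genes, and the other alternatives between 3475 and 6417. The interaction of genotype and subset (116) gave 271 genes with the block, 210 with the series covariate and between 28 and 100 with each replicate number left out. The interaction of genotype and treatment gave 0 under every alternative run. Its 177 genes at an unadjusted p under 0.05 were fewer than a share of 0.05 of the genes tested.

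The share of the first principal component (79.8%) was 29.3% with all genes past the filter, 51.1% with the 600 most variable genes, 59.7% with the paper's 600 genes, 77.9% with values centred only and 79.5% with a pseudocount of 0.1. With all genes, the 600 most variable genes and the paper's 600 genes, the genotype distance ratio was 1.08, 0.941 and 4.64 in Ly6C lo cells, 0.548, 0.303 and 1.03 in Ly6C hi cells after IMQ treatment and 0.587, 0.213 and 1.49 after Sham treatment. With values centred only it was 2.05 in Ly6C hi cells after IMQ treatment. In each of these settings the ratio was largest in Ly6C lo cells.

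The reduction of *Notch2* kept its direction under every alternative run. In Ly6C lo cells it was 34.2% and not called within the second series. In Ly6C hi cells after IMQ treatment it was 46.3% and 44.0% within the series and 43.8% to 46.9% with each library left out, and after Sham treatment 37.1% and 40.6%, and 37.4% to 40.8%. These fits with fewer libraries mostly lost the call of *Notch2*. The reduction of *Hes1* in Ly6C hi cells after IMQ treatment was 58.9% with the block and was then called. The enrichment score stayed between 0.564 and 0.587 with each library left out, and was 0.391 without weights and 0.478 with the signal-to-noise ratio.

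For the genes under the naming rule, 62 log2 fold changes were recomputed to 806 values, of which 735 kept their direction and their side of the threshold, 68 lost the call, 2 gained it and 1 reversed. The reversed value was the log2 fold change of *Lyz2* in Ly6C lo cells, which was not called and was -0.03 within the second series. TMM scaling, the block and a pseudocount of 0.1 changed the call of none of these 62. Outside these 62, the block called further named genes that were not called without it, such as *Hes1*, *Bcl2*, *Nr4a1*, *Ace*, *Cd274*, *Maf* and *Cd36* between the genotypes in Ly6C hi cells after IMQ treatment and *Lyz2* after Sham treatment. Depth limits what a value of 0 shows: the library with the fewest inferred reads held 9523728, and genes with fewer than 50 normalized counts in every library were not tested, except in the fits without a filter on low values.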

Differences from the paper's values

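The paper's number of genes that differ over the 6 groups is 600, and the value here is 4826. Of the alternatives set before the data were examined, the steps of the paper's methods with their variance filter gave 583 genes, which closes the gap, and the others gave between 3475 and 6417 genes and did not.

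In Ly6C lo cells, the paper's number of genes at a p of at most 0.01 and an FDR of at most 0.05 is 379, and the value here is 720. Of the alternatives set before the data were examined, limma without the trend (484), the paper's steps (297) and 6 of the 8 fits that each left out 1 library (419 to 525) came within 1.5 times of the paper's value, and the others did not. The paper's number of genes at an absolute log2 fold change of at least 1 and an FDR of at most 0.01 is 87, and the value here is 181. Here limma without the trend (104), the paper's steps (91) and 5 of the 8 fits that each left out 1 library (106 to 117) came within 1.5 times, and the other alternatives did not.

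The paper's share of the second principal component is about 18% in Figure 4B, read by eye, and the value here is 10.9%. Of the alternatives set before the data were examined, all genes past the filter (16.4%), the 600 most variable genes (14.5%), the paper's 600 genes (16.9%) and values centred only (13.7%) came within 1.5 times of it, and a pseudocount of 0.1 (10.9%) did not.

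The paper states that *Adgre1* is upregulated in *N2 ΔMy* Ly6C lo cells. Its log2 fold change here was 0.58 (limma adjusted p = 0.126) and was not called. It was called only within the first library series (log2 fold change 0.85, adjusted p = 0.008), a setting in which 2 libraries per group are compared, and its adjusted p ranged from 0.00603 to 0.544 over the settings run. Adjusted over the 13 genes the paper names alone, its adjusted p was 0.0139, with the same log2 fold change below the threshold of 0.6. These genes were named from the same libraries, so this value is no independent support.

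The paper states that *Hes1* is reduced by more than 50% in *N2 ΔMy* Ly6C hi cells. It was reduced here by 56.4% after Sham treatment and by 58.8% after IMQ treatment, so the size does not differ from the paper's. Neither reduction was called over all genes tested (limma adjusted p = 0.921 and 0.435). Libraries of the genotypes overlapped after Sham treatment and did not after IMQ treatment (two-sided exact permutation test, p = 0.0286). With the replicate block *Hes1* was called after IMQ treatment, and no other setting run called it in Ly6C hi cells. Over the alternatives run, its adjusted p ranged from 0.0191 to 0.859 after IMQ treatment and from 0.222 to 1 after Sham treatment.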

Other observations

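The tests of the in silico addition and of the shared wt Ly6C lo libraries and the counts for other splits of the libraries in this part were chosen only after the result was seen, and the weight of Ly6C hi cells and the list of macrophage markers were set in advance.

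A hypothesis of incomplete conversion, or of Ly6C hi monocytes within the Ly6C lo gate of *N2 ΔMy* mice, was tested by fitting the values of *N2 ΔMy* Ly6C lo cells as a mixture of wt Ly6C lo and wt Ly6C hi IMQ cells. The fitted weight of wt Ly6C hi cells was 24.0% (SD 9.12 over the libraries), with 37.2%, 21.9%, 16.4% and 20.5% for the 4 *N2 ΔMy* libraries and between -3.46% and 5.04% for the wt libraries. It was 26.1% with 50 genes and 20.0% as the median over genes, and lower with 1000 genes than with 200. The genes were chosen because they are higher in wt Ly6C hi cells, so a weight above 0 shows that they rose in *N2 ΔMy* Ly6C lo cells and not why. *F13a1*, *Vcan* and *Ly6c2*, the largest falls by the naming rule between the wt subsets, rose less than this weight gives. In *N2 ΔMy* Ly6C lo libraries they reached at most 1962, 1886 and 382, against at least 19222, 12389 and 2615 in wt Ly6C hi IMQ libraries. These genes argue against a share of 24.0% of unchanged wt Ly6C hi cells, and a smaller share stays open.

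With wt Ly6C hi IMQ cells added in silico to the wt Ly6C lo libraries at this weight, 268 genes were called (170 higher, 98 lower in *N2 ΔMy* cells), and 228 of the 537 genes called without the addition were among them, 223 in the same direction and 5 in the opposite one. With the replicate block 552 genes were called. With cells of *N2 ΔMy* mice as the source 231 genes were called, 189 of them shared (180 in the same direction), and with the highest weight of a library 276 and 172 (160). *Mertk* (log2 fold change 4.13), *C1qa* (4.82), *Maf* (2.30), *Lpl* (3.16), *Hes1* (-0.89), *Ace* (-0.88) and *Bcl2* (-0.85) were still called after the addition, while *Nr4a1* (-0.59), *Cd274* (-0.58), *Clec7a* (-0.24) and *S100a6* (0.35) were not. These values, at a weight above what *F13a1*, *Vcan* and *Ly6c2* allow, leave room for a mixture that includes Ly6C hi cells or cells between the subsets. Such a mixture alone does not give the rise of *Mertk*, *C1qa* and *Maf*, while *Clec7a* was no longer higher after the addition. Whether each cell changed or the share of cells changed cannot be told from sorted pools. The paper proposes a mixture of cell subsets at different stages of differentiation.

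The genotype difference in Ly6C lo cells pointed toward wt Ly6C hi cells for 85.8% of the genes called only between the wt subsets. Both differences use the wt Ly6C lo libraries, which could by itself tilt them this way. With the genes chosen between the wt subsets in 1 library series and the genotype difference taken from the other, so that no library was shared, 82.1% and 82.8% of the genes not called between the genotypes pointed toward wt Ly6C hi cells. The shared libraries are therefore not needed for this direction. The direction is then consistent with *N2 ΔMy* Ly6C lo cells lying between the wt subsets, and remains open between a mixture and a changed state.

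The summed value of classical monocyte markers was also higher in *N2 ΔMy* Ly6C hi libraries after IMQ treatment (239737 to 292552) than in wt ones (172948 to 221244; two-sided exact permutation test, p = 0.0286, the smallest possible), and did not differ after Sham treatment (p = 0.343). Whether the genotype difference of this sum differs between the treatments was not tested. The sum of macrophage markers was between 2033 and 2775 in *N2 ΔMy* Ly6C lo libraries and between 1725 and 3523 in Ly6C hi libraries after Sham treatment of *N2 ΔMy* mice, where *Siglec1* and *Mrc1* are high. A high sum of these markers is therefore not specific to *N2 ΔMy* Ly6C lo cells.

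Other splits of the libraries were compared for each remaining comparison. Of the 8 splits that part the same-numbered pairs as the real one does, 1, the real split, gave as many genes for the genotypes in Ly6C hi cells after IMQ treatment, for the genotypes in Ly6C hi cells after Sham treatment, and for Ly6C lo against Ly6C hi cells in wt and in *N2 ΔMy* mice. The split by library series parts no such pairs. It gave 1070 genes in the libraries of Ly6C hi cells after IMQ treatment and 648 in those after Sham treatment, more than the 3 and 2 genes between the genotypes there, and 263 and 369 in the libraries of Ly6C lo and Ly6C hi cells of wt and *N2 ΔMy* mice. The series and the genotype do not coincide, since each series holds 2 libraries of every group. Over the 6 groups, 1 of 100 draws, the real grouping, gave as many genes, and the largest other count was 484. The interaction of genotype and treatment called 0 genes, and 100 of 100 draws gave at least as many, which no draw could fail to do. It had 177 genes at an unadjusted p under 0.05, fewer than a share of 0.05 of the genes tested.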
